# Cfp1 Controls Cardiomyocyte Maturation by Modifying Histone H3K4me3 of Structural, Metabolic, and Contractile Related Genes

**DOI:** 10.1002/advs.202305992

**Published:** 2024-01-09

**Authors:** Changzhu Li, Yang Zhang, Jingling Shen, Hairong Bao, Yue Zhao, Desheng Li, Sijia Li, Yining Liu, Jiming Yang, Zhiwen Zhou, Kangyi Gao, Lexin Zhao, Yao Pei, Yanjie Lu, Zhenwei Pan, Benzhi Cai

**Keywords:** cardiomyocyte maturation, Cfp1, H3K4me3, hiPSC‐CMs

## Abstract

Cardiomyocyte maturation is the final stage of heart development, and abnormal cardiomyocyte maturation will lead to serious heart diseases. CXXC zinc finger protein 1 (Cfp1), a key epigenetic factor in multi‐lineage cell development, remains underexplored in its influence on cardiomyocyte maturation. This study investigates the role and mechanisms of Cfp1 in this context. Cardiomyocyte‐specific Cfp1 knockout (Cfp1‐cKO) mice died within 4 weeks of birth. Cardiomyocytes derived from Cfp1‐cKO mice showed an inhibited maturation phenotype, characterized by structural, metabolic, contractile, and cell cycle abnormalities. In contrast, cardiomyocyte‐specific Cfp1 transgenic (Cfp1‐TG) mice and human induced pluripotent stem cell‐derived cardiomyocytes (hiPSC‐CMs) overexpressing Cfp1 displayed a more mature phenotype. Mechanistically, deficiency of Cfp1 led to a reduction in trimethylation on lysine 4 of histone H3 (H3K4me3) modification, accompanied by the formation of ectopic H3K4me3. Furthermore, Cfp1 deletion decreased the level of H3K4me3 modification in adult genes and increased the level of H3K4me3 modification in fetal genes. Collectively, Cfp1 modulates the expression of genes crucial to cardiomyocyte maturation by regulating histone H3K4me3 modification, thereby intricately influencing the maturation process. This study implicates Cfp1 as an important molecule regulating cardiomyocyte maturation, with its dysfunction strongly linked to cardiac disease.

## 1 Introduction

Cardiomyocyte maturation, the transformative process from fetal to adult cardiomyocytes, involves significant changes in cell structure, metabolism, function, and gene expression.^[^ ^1^ ^]^ The whole process of cardiomyocyte maturation takes months in rodents and about six years in humans.^[^ ^2^ ^]^ Maturation makes the heart ready for powerful, efficient, and continuous pumping of blood throughout the mammalian life cycle.

Epigenetic regulation plays an important role in the process of cardiomyocyte maturation, and dysfunction of epigenetic factors is associated with cardiac developmental disorders. Polycomb repressive complex 2 (Prc2) affects the early development of mouse heart by regulating the trimethylation on lysine 27 of histone H3.^[^ ^3^ ^]^ In the postnatal heart, embryonic ectoderm development inactivation of the Prc2 core subunit can lead to fatal dilated cardiomyopathy by affecting histone deacetylase activity.^[^ ^4^ ^]^ Mutations in mixed‐lineage leukemia 2 lead to human Kabuki syndrome, characterized by defects in the atrial and ventricular septa.^[^ ^5^ ^]^ DOT1 like histone lysine methyltransferase (Dot1l) is a histone methyltransferase that can methylate lysine 79 of histone H3. Downregulation of Dot1l expression also interferes with the cardiac differentiation of human embryonic stem cells.^[^ ^6^ ^]^ Jumonji and AT‐rich interaction domain‐containing 2, a founding member of the Jumonji C family, is an important histone demethylase for cardiac trabeculation.^[^ ^7^ ^]^ Another member of the Jumonji C family, the Jumonji domain contains 3, interacts with transcription factor Isl1 and regulates cardiac differentiation of mouse embryonic stem cells.^[^ ^8^ ^]^

CXXC zinc finger protein 1 (Cfp1) is a significant epigenetic factor with a crucial role in various developmental processes. By binding to non‐methylated Cytosine‐phosphate‐Guanine (CpG) dinucleotide DNA sequences,^[^ ^3b^ ^]^ interacting with DNA methyltransferase 1, Cfp1 influences DNA methylation levels, and regulates gene transcription activation.^[^ ^3a^ ^]^ Cfp1 is also a subunit of the histone methyltransferase complex and participates in histone H3 lysine 4 methylation modification through the histone H3 lysine 4 methyltransferase complex.^[^ ^9^ ^]^ In addition, Cfp1 can interact with SWI‐independent 3histone deacetylase to affect histone acetylation modification.^[^ ^10^ ^]^ Loss of Cfp1 in mouse oocytes leads to reduced H3K4 methylation levels and overall transcriptional activity, resulting in defects in cytoskeletal lattice formation, meiosis, and maternal zygotic transition.^[^ ^11^ ^]^ Similarly, loss of Cfp1 in adult mouse hematopoietic stem cells results in severe loss of lineage defining progenitor cells and mature cells, and increased levels of apoptosis and death within 2 weeks.^[^ ^12^ ^]^ In a previous study, we demonstrated that cardiac‐specific heterozygous deletion of Cfp1 impaired sinus node function and reduced heart rate.^[^ ^13^ ^]^ Meanwhile, we observed that cardiac Cfp1 homozygous knockout mice often died at young age, which drove us to speculate that Cfp1 may participate in the regulation of cardiac maturation.

In this study, we detected the dynamic changes of Cfp1 in the developing heart, and employed cardiomyocyte‐specific Cfp1 knockout (Cfp1‐cKO) mice, cardiomyocyte‐specific Cfp1 transgenic (Cfp1‐TG) mice, and human induced pluripotent stem cell‐derived cardiomyocytes (hiPSC‐CMs) to explore the role of Cfp1 in controlling cardiomyocyte maturation and reveal its underlying mechanism. We found that Cfp1 acts as a critical regulator of the entire process of cardiomyocyte maturation and maturation maintenance by epigenetically regulating the expression of maturation‐related genes.

## 2 Results

### 2.1 Cardiomyocyte‐Specific Deletion of CXXC Zinc Finger Protein 1 (Cfp1) Leads to Immature Death in Mice

The survival curve of Cfp1‐cKO mice showed that they began to die at 2 weeks after birth, and all died within four weeks (**Figure** **1**A). Additionally, Cfp1‐cKO mice exhibited stunted growth compared to wild‐type (WT) littermate controls at 3 weeks of age (Figure 1B). By observing the body weight and tibia length of the mice at different time points, we found that Cfp1‐cKO mice exhibited developmental delay starting from the 7th day after birth compared to WT mice (Figure 1C; Figure S1, Supporting Information). At 3 weeks of age, Cfp1‐cKO mice displayed impaired cardiac function, evidenced by reduced ejection fraction (EF) and fractional shortening (FS), and increased left ventricular end‐systolic diameter (LVESD) and left ventricular end‐diastolic diameter (LVEDD) (Figure 1D). Histological analyses, including hematoxylin‐eosin (H&E) and Masson's trichrome staining, revealed significant cardiac chamber enlargement, thinning of the ventricular walls, and interstitial fibrosis in 3‐week‐old Cfp1‐cKO mice (Figure 1E,F). These findings indicated that Cfp1 knockout leads to significant abnormalities in cardiac morphology and function, ultimately resulting in mouse mortality.

**Figure 1:**
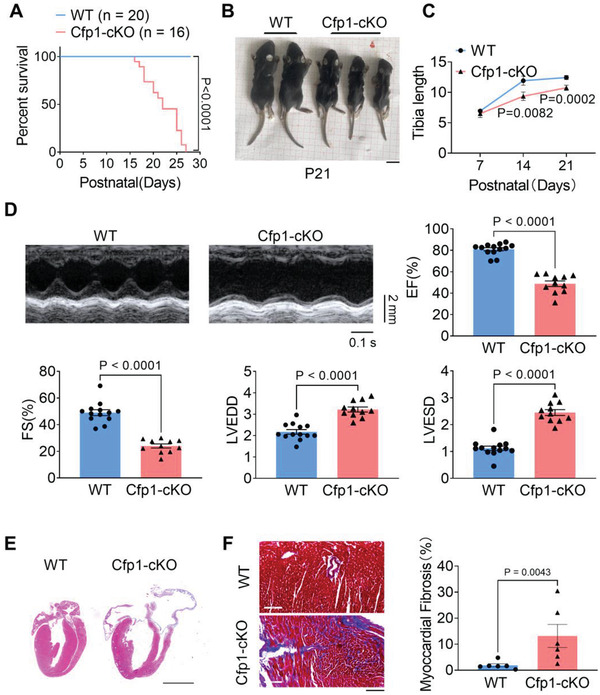
Cardiomyocyte‐specific deletion of Cfp1 leads to immature death in mice. A) Survival rate of Cfp1‐cKO mice. Simple survival analysis (Kaplan‐Meier) was used. B) Representative images of mice morphology at postnatal day 21 (P21). Scale bars: 1 cm. C) Tibia length of WT and Cfp1‐cKO mice from P7 to P21. n>5 per timepoint. D) Echocardiographic parameters of EF, FS, LVEDD and LVESD in WT and Cfp1‐cKO mice. n = 11‐13. E) Representative H&E‐stained paraffin section displays morphology of WT and Cfp1‐cKO hearts. Scale bar: 2 mm. n = 5. F) Representative Masson‐stained paraffin section display fibrosis and quantification of the relative fibrotic area of hearts from WT and Cfp1‐cKO mice. n = 6. Scale bar: 100 µm. *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. Student's t test or Mann‐Whitney U test was used. Bars represent Mean ± SEM.

### 2.2 Cardiomyocyte‐Specific Deletion of Cfp1 Alters Expression Pattern of Maturation Related Genes

To explore the influence of Cfp1 on cardiac gene transcription, we performed RNA sequencing (RNA‐seq) on hearts of 2‐week‐old Cfp1‐cKO mice. 

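Cfp1 is encoded by Cxxc1 and is a subunit of the Setd1 complexes that methylate histone H3 at lysine 4. Heart RNA of 3 Cfp1-cKO and 3 WT samples was sequenced at 2 weeks of age, the age at which Cfp1-cKO mice begin to die. The sources used here do not state whether a sample was 1 heart or several, so p-values measure only the spread between these samples. The authors deposited 1 FPKM value (fragments per kilobase of exon, relative to the library's total) for each of 26881 genes in each library. The paper names Bowtie2, TopHat and DESeq, and the submitters' processing notes name HISAT2 2.1.0, HTSeq 0.6.0, DESeq2 and the mouse build GRCm38 as well. The FPKM values were whole multiples of 1 fragment, within a tolerance of 0.02, in all libraries for 99.7% of genes. This held with the gene length of GENCODE release 21 for 23978 genes and with another length for 2820. From these steps of 1 fragment the library totals were 22700811, 18847891 and 18007474 fragments in WT and 19481847, 16672652 and 18014630 fragments in Cfp1-cKO hearts. Genes encoded by the mitochondrial genome took 39.2%, 38.8% and 36.9% of the fragments in WT and 34.9%, 32.0% and 29.6% in Cfp1-cKO hearts. FPKM are not counts, so limma was applied to log2(FPKM + 1) for the 11017 genes with a mean of at least 1 FPKM, and fold changes on this scale understate the changes of low genes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.5. The median tested gene had a log2 fold change of 0.35, so values were also computed after median-of-ratios scaling, which brings this median to 0.00.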

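Cxxc1 (ENSMUSG00000024560, chromosome 18 from 74216131 to 74221491 of GRCm38) was at 9.66, 12.9 and 10.0 FPKM in WT hearts and at 8.02, 9.94 and 8.74 FPKM in Cfp1-cKO hearts. Its log2 fold change was -0.26 (standard error 0.16, adjusted p = 0.249 from limma), or -0.66 (adjusted p = 0.0571 from limma) after median-of-ratios scaling, with which its 3 Cfp1-cKO values, 7.08 to 8.11, lay below the 3 WT values, 11.0 to 15.7. The paper's text does not name the deleted exons, and these values cover the whole gene in all cells of the sample, so that they do not measure the deletion itself. The 10 largest rises were those of Sftpc, Scgb1a1, Sftpb, Sftpa1, Cxcl15, Igkc, Sftpd, Slc34a2, Chil1 and Cd74. Sftpc, which encodes surfactant protein C of lung alveolar cells, was at 2199 ± 1015 FPKM in Cfp1-cKO hearts (SD, n = 3) and at 0.11 ± 0.19 FPKM in WT hearts (SD, n = 3). Scgb1a1, which encodes a secretory protein of airway club cells, was at 2904, 405 and 671 FPKM in the Cfp1-cKO libraries and at most 1.45 FPKM in a WT library. Igkc, the immunoglobulin kappa constant region, was listed at 0 in all 3 WT libraries and was at 180, 48.9 and 74.2 FPKM in Cfp1-cKO hearts. Leaving out predicted genes with clone names, the largest falls included those of Myl7, Sbk3, Sln, Tnni3, Gpr22, Ucp3, Pln, Mybphl and Arrdc2. Tnni3, the adult cardiac troponin I, fell from 1945 ± 186 to 469 ± 59.6 FPKM (SD, n = 3 each), a log2 fold change of -2.05.

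In all, 2510 of the 11017 tested genes differed between genotypes, 2325 higher and 185 lower in Cfp1-cKO hearts, so that 92.6% of called genes were higher. After median-of-ratios scaling, 770 genes were called, 412 higher and 358 lower, and 53.5% were higher. The 412 were all among the 2325, and 183 of the 358 were among the 185. Of the called genes, 2355 are protein-coding. The count of called genes was 680 without WT replicate 1 (619 higher, 61 lower), 588 without Cfp1-cKO replicate 2 (538 higher, 50 lower) and 1086 without Cfp1-cKO replicate 3 (954 higher), with 1513 higher without WT replicate 2 and 105 lower without Cfp1-cKO replicate 1. Of the genes above, Ucp3, Gpr22 and Arrdc2 were not called without Cfp1-cKO replicate 2, Gpr22 also not without WT replicate 1, and Mybphl lost its call without any 1 library other than WT replicate 2.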

Compared to WT controls, a total of 4078 differentially expressed genes (DEGs) were identified in Cfp1‐cKO mice, with 2362 upregulated and 1716 downregulated (**Figure** **2**A,B). Principal component analysis effectively distinguished between Cfp1‐cKO and WT mice (Figure 2C). 

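The first principal component of log2(FPKM + 1) placed all 3 Cfp1-cKO libraries on one side and all 3 WT libraries on the other. The scores were 29.5, 41.3 and 33.7 in Cfp1-cKO and -33.3, -48.4 and -22.8 in WT hearts, a difference of means of 69.7. Genes with the largest weights toward Cfp1-cKO were Sftpc, Scgb1a1, Sftpb, Sftpa1 and Cxcl15, which are expressed in lung epithelium. This component held 64.9% of the variance, and the next components held 14.5% and 9.06%. Every Cfp1-cKO score exceeded every WT score (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). Along the second component, WT replicate 2 (-28.1) and WT replicate 3 (24.8) lay farther from each other than any pair of Cfp1-cKO libraries.

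**Figure D1:**
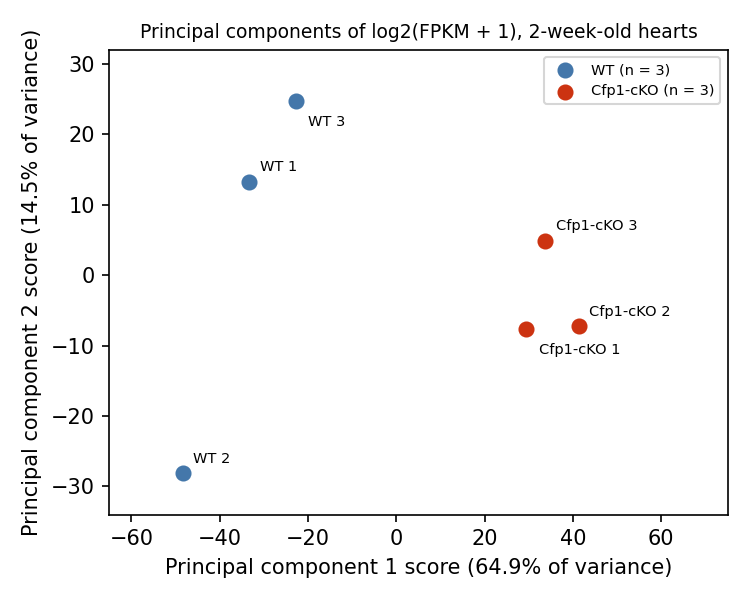
Scores on principal component 1 (horizontal) and principal component 2 (vertical) of log2(FPKM + 1) for the 3 WT and 3 Cfp1-cKO heart libraries, 1 point per library, with no error bars. The Cfp1-cKO libraries lie at 29.5 to 41.3 on the horizontal axis and the WT libraries at -48.4 to -22.8.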

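Genes that were higher in Cfp1-cKO hearts held more genes of cell adhesion and immune defence than their share of all tested genes. Of 181 tested genes of the GO term cell adhesion, 70 were higher, against 38.1 by chance (adjusted p = 4.78e-05 from one-sided Fisher's exact tests over 1391 terms). Of 192 genes of the innate immune response, 72 were higher (adjusted p = 6.62e-05), and of 127 genes of the inflammatory response, 52 were higher (adjusted p = 8.44e-05). Antigen presentation by MHC class II had 14 of 21 genes higher (adjusted p = 0.00107), among them H2-Aa, from 0.98 ± 0.26 to 28.7 ± 3.58 FPKM, and H2-Ab1, from 0.44 ± 0.11 to 26.1 ± 5.87 FPKM (SD, n = 3 each). The classical complement pathway had 15 of 22 genes higher (adjusted p = 0.000493). In the same Cfp1-cKO libraries, 11 of 12 lung epithelial markers were higher, with Sftpc at 1202 FPKM or more against at most 0.33 FPKM in WT. Lung tissue carried over into the Cfp1-cKO samples is a candidate source of genes in these terms. How many of them it would account for was not analysed. Among 170 genes of the GO term cell cycle, 34 were higher, against 35.8 by chance, and among 248 genes of cell division, 37 were higher, against 52.2 by chance (adjusted p = 1 for both).

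Genes that were lower held genes of ATP production. Of 23 genes of ATP synthesis coupled proton transport, 9 were lower, against 0.37 by chance (adjusted p = 5.78e-08 from the same test), among them Atp5b, the catalytic beta subunit of ATP synthase, with a log2 fold change of -0.93. Of 26 genes of the tricarboxylic acid cycle, 5 were lower (adjusted p = 0.0296). Of 30 genes of cardiac muscle contraction, 3 were lower (adjusted p = 0.650) and 5 were higher. Of 31 genes of fatty acid beta-oxidation, 4 were lower (adjusted p = 0.177) and 1 was higher. After median-of-ratios scaling, cardiac muscle contraction (6 genes lower, adjusted p = 0.0444) and fatty acid beta-oxidation (7 genes lower, adjusted p = 0.0122) passed the test. With this scaling 3 genes of the contraction term were higher. Cell adhesion (adjusted p = 0.0890) and the innate immune response (adjusted p = 0.128) did not pass the test. The inflammatory response (adjusted p = 0.000536 from Fisher's exact test), antigen presentation by MHC class II (adjusted p = 0.00316) and the classical complement pathway (adjusted p = 0.0225) still passed it.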

Gene ontology biological process (GO‐BP) analysis of DEGs revealed that upregulated genes were enriched in biological processes related to cell division and the cell cycle, while downregulated genes were enriched in biological processes associated with energy metabolism and cardiac contraction (Figure 2D,E). 

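Every called gene of the lists of OXPHOS, FAO, the tricarboxylic acid cycle and cardiac muscle contraction was lower in Cfp1-cKO hearts, and every called cell adhesion molecule was higher. The GO term cardiac muscle contraction, which has other members than the list, also held 5 higher genes. Gene lists were written before the data were examined. Of 77 tested nuclear-encoded OXPHOS subunits, 22 were lower and none was higher (24 lower when adjusted over the list alone), with Cox6a2, the muscle form of a cytochrome c oxidase subunit, falling from 1848 ± 614 to 660 ± 86.0 FPKM (SD, n = 3 each). Of 29 genes of FAO, 12 were lower and none was higher (14 lower when adjusted over the list alone), among them Acsl1, which activates long-chain fatty acids, with a log2 fold change of -0.92, and Mlycd, with -1.18. Of 22 genes of the tricarboxylic acid cycle, 5 were lower and none was higher (4 lower when adjusted over the list alone), among them Sdhd. Of 30 genes of cardiac muscle contraction, 10 were lower and none was higher (11 lower when adjusted over the list alone), with Myoz2, a Z-disc protein, at a log2 fold change of -1.41. Cox6a2 and Cox7a1, which encode cytochrome c oxidase subunits, are also among these 10, and Cox7a1 was named after its values were seen. Of 29 genes of calcium handling, 4 were lower and 2 higher (5 and 5 when adjusted over the list alone). Atp2a2, the sarcoplasmic reticulum calcium pump, and Pln, its inhibitor, fell by 1.22 and 1.92 on the log2 scale, and Itpr3 and Phka1 rose.

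Of 45 genes of extracellular matrix and its receptors, 17 were higher and 1 was lower (28 and 1 when adjusted over the list alone). Cd44, a hyaluronan receptor, rose from 1.75 ± 0.26 to 9.11 ± 0.78 FPKM (SD, n = 3 each), and Vtn, which encodes vitronectin, fell. Of 27 cell adhesion molecules, 16 were higher and none was lower (17 higher when adjusted over the list alone). Surfactant genes were present in the same Cfp1-cKO libraries, with Sftpb at 179, 289 and 400 FPKM. Before scaling, the list of cardiomyocyte markers had a median log2 fold change of -0.27. The medians were -0.39 for OXPHOS, -0.25 for the tricarboxylic acid cycle, -0.49 for FAO and -0.51 for contraction. A lower share of cardiomyocyte RNA was not separated from these falls and stays open for them. After median-of-ratios scaling, 33 OXPHOS subunits, 18 genes of FAO, 8 of the tricarboxylic acid cycle and 12 of contraction were lower and none was higher. With the same scaling, 3 genes of extracellular matrix were higher and 2 lower, 8 cell adhesion molecules were higher and none lower, and 8 genes of calcium handling were lower and none higher. Of 40 listed mitotic genes of the cell cycle, 18 were tested. The others, among them Aurka and Kif22, were below the filter, each with a higher mean in Cfp1-cKO than in WT hearts. None of the 18 was called in limma, also when adjusted over the list alone, and all 18 had their highest value in Cfp1-cKO replicate 2. Mki67, a marker of proliferation, was at 1.13, 8.07 and 0.75 FPKM in Cfp1-cKO and at 0.31, 0.09 and 0.91 FPKM in WT hearts (log2 fold change 1.21, adjusted p = 0.131 from limma).

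Against all other genes, limma's camera test with a preset correlation of 0.01 placed the lists of OXPHOS (adjusted p = 1.85e-47), FAO (adjusted p = 9.46e-26), contraction (adjusted p = 1.19e-19), the tricarboxylic acid cycle (adjusted p = 1.53e-13) and calcium handling (adjusted p = 2.51e-05) lower. It placed cell adhesion molecules (adjusted p = 3.14e-05) and extracellular matrix (adjusted p = 0.0107) higher, and mitosis passed no threshold (adjusted p = 0.574). With an estimated correlation none of these calls held: adjusted p = 0.0995 for OXPHOS, FAO, contraction and the tricarboxylic acid cycle, adjusted p = 0.383 for calcium handling, adjusted p = 0.206 for cell adhesion and adjusted p = 0.627 for extracellular matrix. The median log2 fold change of calcium handling was 0.18, above 0, although camera placed the list lower relative to the other genes, and it was -0.22 after median-of-ratios scaling. With that scaling mitosis passed camera's threshold (adjusted p = 0.00290, or adjusted p = 0.556 with an estimated correlation), as it did without Cfp1-cKO replicate 3 (adjusted p = 0.0233). The calls of Acsl1, Mlycd, Sdhd, Atp2a2, Phka1, Itpr3 and Vtn were lost without Cfp1-cKO replicate 2, those of Sdhd, Phka1, Itpr3 and Vtn also without WT replicate 1, those of Atp2a2, Phka1 and Itpr3 without Cfp1-cKO replicate 1, those of Phka1, Itpr3 and Vtn without Cfp1-cKO replicate 3, and those of Itpr3 and Vtn without WT replicate 2 or 3.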

Gene set enrichment analysis showed that the calcium signal pathway, cardiac muscle contraction pathway, fatty acid oxidation (FAO) pathway, oxidative phosphorylation (OXPHOS) pathway, and tricarboxylic acid cycle pathway were down‐regulated, whereas cell cycle pathway, cell adhesion molecules pathway, and ECM receptor interaction pathway was up‐regulated (Figure 2F). These data indicated that Cfp1 knockout affects the expression of maturation‐related genes in cardiomyocytes.^[^ ^14^ ^]^

**Figure 2:**
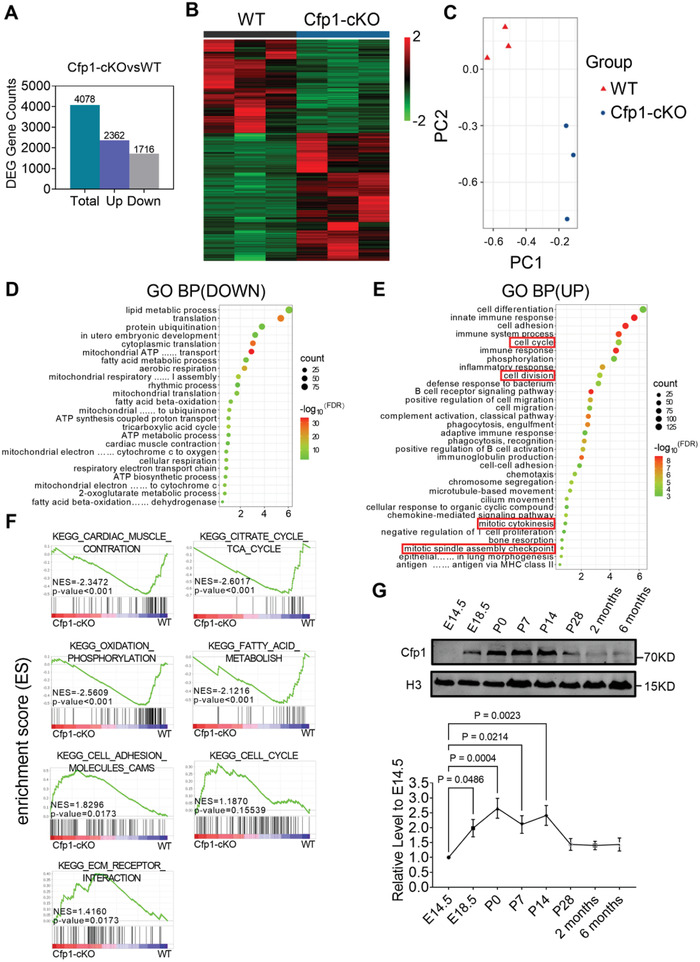
Cardiomyocyte‐specific deletion of Cfp1 alters expression pattern of maturation related genes. A) The number of DEGs (*P‐adjust*<0.05 and |log_2_^FC^|>0.5), up‐regulated DEGs and down‐regulated DEGs. B) Heatmap depicting normalized RNA‐seq expression values of DEGs. Gene regulations are reported as a color code and hierarchical clustering as a dendrogram. C) Principal component analysis performed on rlog‐normalized counts for all RNA‐seq samples. D) GO‐BP analysis of up‐regulated genes in DEGs. Bonferroni *P* < 0.05. E) GO‐BP analysis of down‐regulated genes in DEGs. Bonferroni *P* < 0.05. F) Representative enrichment plots from gene set enrichment analysis. Normalized enrichment score (NES) and *P* value are specified. G) Western blot analysis of Cfp1 protein expression at different time points. From embryonic day 14.5 (E14.5) to 6 months, n = 5 per timepoint. One‐way analysis of variance (ANOVA) followed by Dunnett multiple comparisons test versus E14.5, *P* values are indicated on the graphs. All bars represent mean ± SEM.

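Myh7, the slow myosin heavy chain of the fetal mouse ventricle, rose from 11.7 ± 3.07 to 204 ± 71.3 FPKM (SD, n = 3 each), a log2 fold change of 3.99 (standard error 0.29, adjusted p = 0.000181 from limma), although it may share fragments with its paralog Myh6. Nppb, a natriuretic peptide, was at 2798, 900 and 157 FPKM in Cfp1-cKO hearts and between 24.1 and 39.2 FPKM in WT hearts. Tnnt1, Tpm2 and Nppa were also higher, as were Acta1 and Ankrd1, which were singled out after their values were seen. Of 19 tested fetal and stress-induced genes, 10 were higher and 1, Myl7, was lower (10 and 3 when adjusted over the list alone). Myl7, the atrial myosin light chain, was at 557, 581 and 920 FPKM in WT and at 11.5, 119 and 49.4 FPKM in Cfp1-cKO hearts. A smaller share of atrial tissue in the Cfp1-cKO samples stays open for the fall of Myl7. After median-of-ratios scaling, 6 genes of the list were higher and 2 lower, and Tpm2 (adjusted p = 0.0605) and Nppa (adjusted p = 0.246) were no longer called by limma. Of 17 genes of a list of adult isoforms, 7 were lower and none was higher (9 lower when adjusted over the list alone), among them the sarcomere genes Tnni3 and Tpm1, the latter with a log2 fold change of -1.19. This list also holds mitochondrial genes, of which Cox6a2 and Cox7a1 are among the 7, and the ribosomal gene Rpl3l. Apart from Rpl3l, all its genes, including the 7, are also in the list of cardiac muscle contraction. The results of these lists are therefore not independent of each other. Myl2, the ventricular myosin light chain, was at 3077 ± 978 FPKM in WT and 3121 ± 726 FPKM in Cfp1-cKO hearts (SD, n = 3 each). Myh6 had a log2 fold change of -0.39 (adjusted p = 0.248 from limma). Of 20 genes of ion channels and gap junctions, 4 were lower and none was higher (4 lower when adjusted over the list alone, and 7 lower after median-of-ratios scaling), with Kcne1 and Kcnip2, which modulate potassium channels, at log2 fold changes of -1.38 and -1.29. Limma's camera placed the list of adult isoforms (adjusted p = 6.49e-18, or adjusted p = 0.0995 with an estimated correlation) and the ion channel list (adjusted p = 3.21e-09, or adjusted p = 0.230 with an estimated correlation) lower. The fetal and stress-induced list passed no threshold (adjusted p = 0.326, or adjusted p = 0.548 with an estimated correlation), and after median-of-ratios scaling it did (adjusted p = 0.0184, or adjusted p = 0.239 with an estimated correlation). Ppargc1a, a coactivator of mitochondrial genes, had a log2 fold change of 1.00 (adjusted p = 0.0511 from limma), or 0.57 (adjusted p = 0.369 from limma) after median-of-ratios scaling. Nppa, Tpm2, Kcne1 and Kcnip2 lost their calls without WT replicate 1 or without Cfp1-cKO replicate 3, and Nppa, Kcne1 and Kcnip2 also without Cfp1-cKO replicate 1 or 2, Nppa without WT replicate 2 and Kcnip2 without WT replicate 3. Lung markers were higher in the same 3 libraries, with Sftpc at 1202 FPKM or more in each. From the changes in DEGs and pathways the paper concludes that Cfp1 knockout affects the expression of maturation-related genes in cardiomyocytes.

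**Figure D2:**
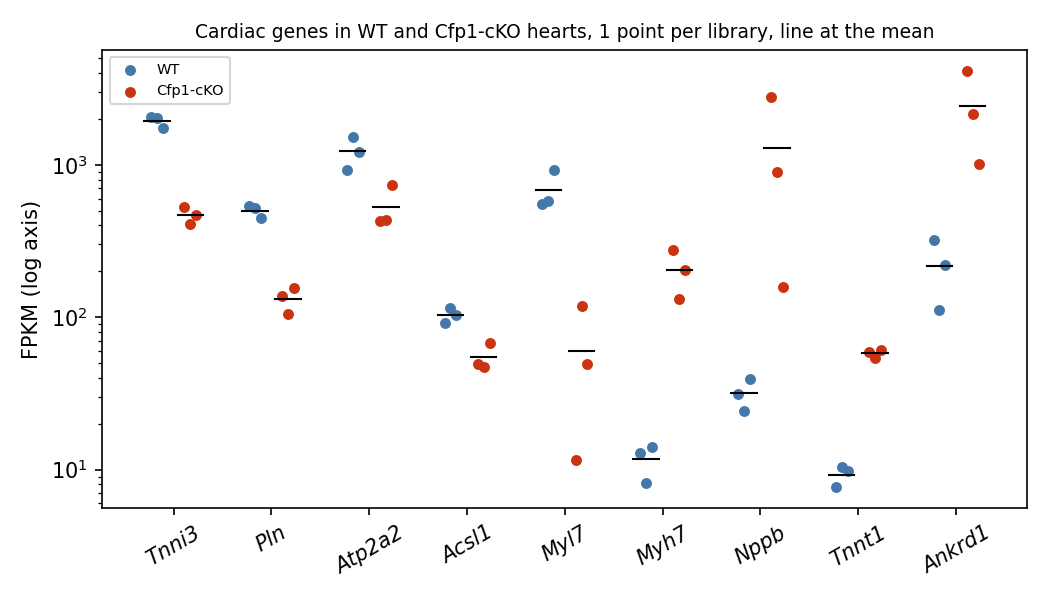
FPKM on a log axis of 9 cardiac genes in WT (blue) and Cfp1-cKO (red) hearts, 1 point per library, n = 3 per genotype, with the black line at the mean and no error bars. Myh7 lies at 132 to 275 FPKM in Cfp1-cKO and at 8.20 to 14.0 FPKM in WT hearts.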

Then, examining the expression of Cfp1 at different time points in the heart, we noted elevated levels during the perinatal period, a critical phase for cardiomyocyte maturation (Figure 2G).^[^ ^15^ ^]^ This temporal pattern suggested a potential influential role for Cfp1 in the process of cardiomyocyte maturation.

### 2.3 Cardiomyocyte‐Specific Deletion of Cfp1 Impairs Cardiomyocyte Maturation

To explore the influence of Cfp1 deficiency on cardiomyocyte maturation, we evaluated the morphological structure, electrical, contractile, and metabolic function of 2‐week‐old mouse cardiomyocytes, as well as their cell cycle. Immunofluorescent staining showed that Cfp1‐cKO mice had shorter sarcomere length, smaller cell area, normal cell length, shorter cell width, and a greater length‐to‐width ratio (**Figure** **3**A,B). Patch clamp recording showed that cardiomyocyte‐specific Cfp1 deletion led to prolongation of action potential duration at 90% repolarization (APD_90_), reduced overshoot (OS), and decreased action potential amplitude (APA) (Figure 3C). Cardiomyocytes from Cfp1‐cKO mice showed a smaller amplitude of peak systolic Ca^2+^ transients and a longer time course (τd) of Ca^2+^ transient decay during the contractile phase compared to WT mice (Figure 3D). Cardiomyocytes from Cfp1‐cKO mice showed a smaller percentage of length changes during contraction compared to WT mice (Figure 3E). We further examined the mitochondrial respiration related to Complex I and II. Mitochondrial respiration function was assessed through the respiratory leak state of complex I (CI Leak), complex I OXPHOS (CI P) capacity, complex I and II OXPHOS (CI+II P) capacity, complex I and II electron transport system (CI+II ETS), and Complex II electron transport system (CII ETS). Compared with WT mice, Cfp1‐cKO mice showed an overall reduction in mitochondrial function as the CI leak, CI+II P, CI+II ETS, and CII ETS parameters were markedly reduced (Figure 3F). The positive rate of Ki67 and pH3 was increased in the ventricles of Cfp1‐cKO mice, indicating increased cardiomyocyte proliferation (Figure 3G).

**Figure 3:**
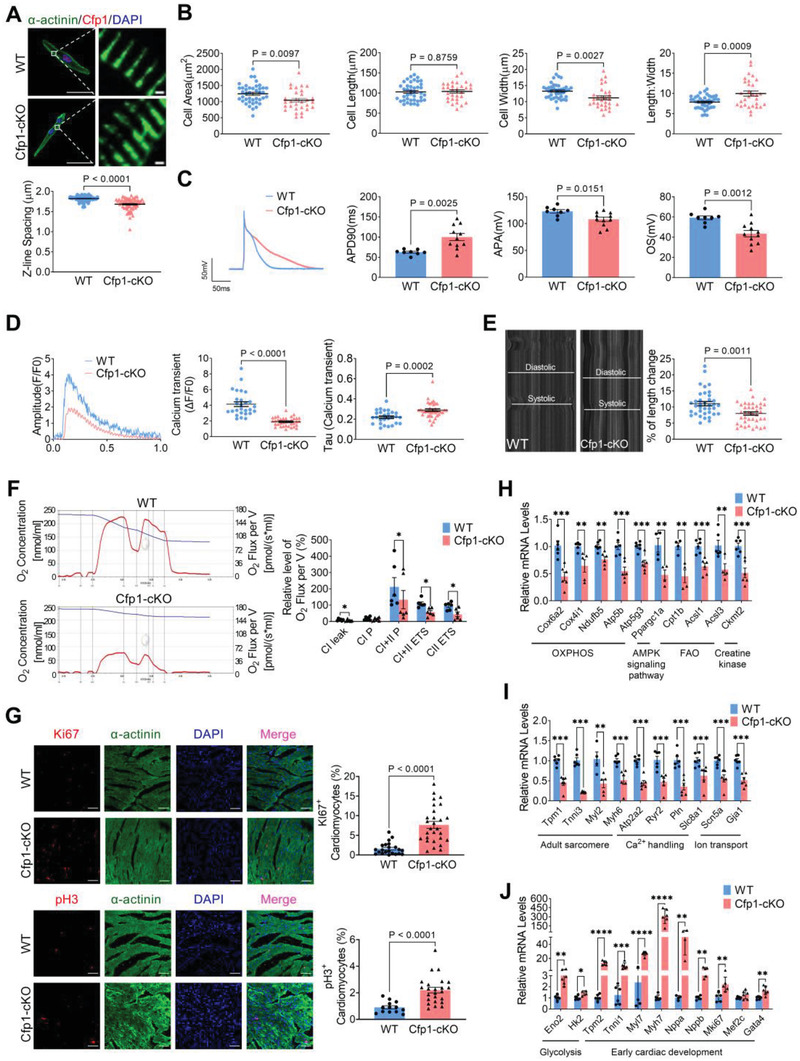
Cardiomyocyte‐specific deletion of Cfp1 impairs cardiomyocyte maturation. A) Immunofluorescence representative map of α‐actinin and demonstrating spacing of sarcomere z‐lines. n = 69‐75 cells from at least 3 mice. Scale bar: 50 µm (left); Scale bar: 1 µm (right). *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. B) Quantification of the size and morphology of isolated CMs by cell area, cell length, cell width and length/width. n = 30‐41 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. C) Representative tracing of AP by whole‐cell patch clamp recording and quantification of APD_90_, APA, and OS. n = 8‐11 cells from at least 3 mice. P values are indicated on the graphs comparing WT versus Cfp1‐cKO. D) Representative traces of calcium transient peak calcium transient (ΔF/F0) and Tau value of the recovery phase of calcium transient in isolated cardiomyocytes from WT and Cfp1‐cKO hearts. n = 27‐36 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. E) Representative diastolic and systolic recording of isolated cardiomyocytes and shortening of isolated single cardiomyocyte. n = 37‐39 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. F) The representative profile of O_2_ concentration change and relative level of O_2_ flux per volume and summarized data of mitochondrial respiration, including CI leak, CI P, CI+II P, CI+II ETS and CII ETS. n = 6. G) Immunofluorescence staining of Ki67 and pH3 and quantification of positive cells. Scale bar: 50 µm. n = 13‐28 from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. H) Levels of mRNA transcripts encoding fatty acid aerobic metabolic genes, and I,J) sarcomere proteins, ion channels, glycolysis and early cardiac development genes in ventricles from WT and Cfp1‐cKO mice hearts as measured by quantitative Real‐Time PCR (qRT‐PCR). n = 4‐6. *P< 0.05, **P< 0.01, ***P< 0.001, ****P< 0.0001 versus WT. Student's t test or Mann‐Whitney U test was used. Bars represent the mean ± SEM. Atp5b, ATP synthase F1 subunit beta; Atp5g3, ATP synthase membrane subunit c locus 3.

Lately, we found that the expression of genes involved in multiple mitochondrial energy transduction pathways, including FAO (Cpt1b, carnitine palmitoyltransferase 1B; Acsl1, acyl‐CoA synthetase long chain family member 1; Acsl3, acyl‐CoA synthetase long chain family member 3; etc), and OXPHOS (Cox6a2, cytochrome c oxidase subunit 6A2; Cox4i1, cytochrome c oxidase subunit 4I1; Ndufb5, NADH: ubiquinone oxidoreductase subunit B5; etc), were highly downregulated in the hearts of Cfp1‐cKO mice. In addition, expression of genes related to AMPK signaling pathway (Ppargc1a, PPARG coactivator 1 alpha) and Creatine kinase (Ckmt2, creatine kinase, mitochondrial 2) were significantly decreased (Figure 3H). Consistent with the reduced expression of genes involved in mitochondrial oxidative metabolism, a subset of glycolytic genes, including enolase 2 (Eno2) and hexokinase 2 (Hk2) were induced, consistent with persistent glycolytic metabolism, characteristic of the fetal heart (Figure 3J). Apart from downregulated mitochondrial and energy metabolism pathways, genes related to cardiac structure, including adult contractile protein gene subtypes, were affected. In Cfp1‐cKO mouse hearts, the expression of tropomyosin 1 (Tpm1), troponin I3 (Tnni3), myosin light chain 2 (Myl2), and myosin heavy chain 6 (Myh6) was reduced, while the levels of fetal isoforms tropomyosin 2 (Tpm2), troponin I1 (Tnni1), myosin light chain 7 (Myl7), and myosin heavy chain 7 (Myh7) were upregulated (Figure 3I,J). The expression of Ca^2+^ handing and ion channel/transporter genes, including ATPase sarcoplasmic/endoplasmic reticulum Ca^2+^ transporting 2 (Atp2a2), ryanodine receptor 2 (Ryr2), phospholamban (Pln), solute carrier family 8 member A1 (Slc8a1), sodium voltage‐gated channel alpha subunit 5 (Scn5a), and gap junction protein alpha 1 (Gja1), were also reduced (Figure 3I). Moreover, genes related to early heart development, such as natriuretic peptide A (Nppa), natriuretic peptide B (Nppb), marker of proliferation Ki‐67 (Mki67), myocyte enhancer factor 2C (Mef2c), and GATA binding protein 4 (Gata4), showed upregulated levels (Figure 3J).

### 2.4 Cardiomyocyte‐Specific Overexpression of Cfp1 Promotes Cardiomyocyte Maturation

To further validate the influence of Cfp1 on cardiomyocyte maturation, we generated Cfp1‐TG mice (Figure S2, Supporting Information). Cardiomyocyte morphology, electrical, contractile and metabolic functions, as well as cell cycle were also assessed at 2 weeks of age. Cardiomyocytes of Cfp1‐TG mice had longer sarcomere length, larger cell area, normal cell length, longer cell width, and a smaller length‐to‐width ratio (**Figure** **4**A,B). Transgenic overexpression of Cfp1 in mice shortened APD_90_ and increased OS and APA of cardiomyocytes (Figure 4C). Meanwhile, compared to WT mice, the amplitude of the peak systolic Ca^2+^ transient was larger, and the time course for the decay phase of the Ca^2+^ transient (τd) was shorter in Cfp1‐TG mice (Figure 4D). Additionally, cardiomyocytes from Cfp1‐TG mice showed a greater percentage of length changes during contraction compared to WT mice (Figure 4E). Compared with WT mice, Cfp1‐TG mice had an overall increase in mitochondrial function, and CI+II P and CI+II ETS parameters were significantly increased (Figure 4F). The positive rate of Ki67 and pH3 in the ventricles of Cfp1‐TG mice was significantly lower than that of WT mice, indicating that Cfp1‐TG mice have reduced cardiomyocyte proliferation (Figure 4G). In Cfp1‐TG mice, the expression of genes related to FAO, OXPHOS, contraction, ion channels and calcium homeostasis increased (Figure 4H,I). Meanwhile, genes related to glycolysis and early fetal cardiac development showed reduced expression (Figure 4J).

**Figure 4:**
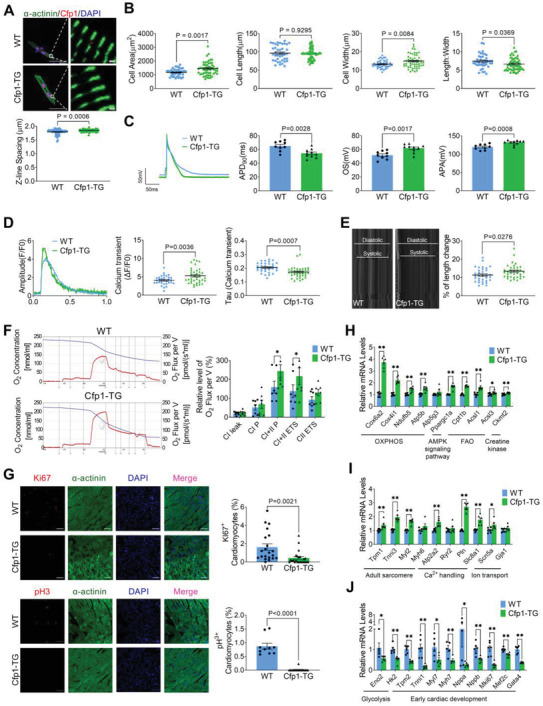
Cardiomyocyte‐specific overexpression of Cfp1 promotes cardiomyocyte maturation. A) Immunofluorescence representative map of α‐actinin and demonstrating spacing of sarcomere z‐lines. n = 60‐65 cells from at least 3 mice. Scale bar: 50 µm (left); Scale bar: 1 µm (right). *P* values are indicated on the graphs comparing WT versus Cfp1‐TG. B) Quantification of the size and morphology of isolated CMs by cell area, cell length, cell width and length/width. n = 41‐55 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐TG. C) Representative tracing of AP by whole‐cell patch clamp recording and quantification of APD90, APA, OS. n = 9‐10 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐TG. D) Representative traces of calcium transient peak calcium transient (ΔF/F0) and Tau value of the recovery phase of calcium transient in isolated cardiomyocytes from WT and Cfp1‐TG hearts. n = 32‐37 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐TG. E) Representative diastolic and systolic recording of isolated cardiomyocytes and shortening of isolated single cardiomyocyte. n = 33‐35 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐TG. F) The representative profile of O_2_ concentration change and relative level of O_2_ flux per volume and summarized data of mitochondrial respiration, including CI leak, CI P, CI+CII P, CI+CII ETS and CII ETS. n = 7. G) Immunofluorescence staining of Ki67 and pH3 and quantification of positive cells. Scale bar: 50 µm. n = 10‐24 from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1‐TG. H) Levels of mRNA transcripts encoding fatty acid aerobic metabolic genes, and I,J) sarcomere proteins, ion channels, glycolysis and early cardiac development genes in ventricles from WT and Cfp1‐TG mice hearts as measured by qRT‐PCR. n = 4‐6. *P< 0.05, **P< 0.01 versus WT. Student's t test or Mann‐Whitney U test was used. Bars represent the mean ± SEM.

### 2.5 Influence of Cfp1 on Late Fetal Maturation of Mouse Heart

As the expression level of Cfp1 gradually increased from E14.5 to P0 days (Figure 2G), we next explored the influence of Cfp1 on cardiomyocyte maturation of neonatal mice. We calculated the ratio of neonatal mice of four different genotypes of Myh6‐Cre: Cfp1^flox/wt^ and Cfp1^flox/flox^ mice in the paternal and maternal generations, and found that the ratio was 1:1:1:1, fully in line with Mendelian inheritance laws (**Figure** **5**A), which implies that Cfp1 deficiency did not cause prenatal lethality.

**Figure 5:**
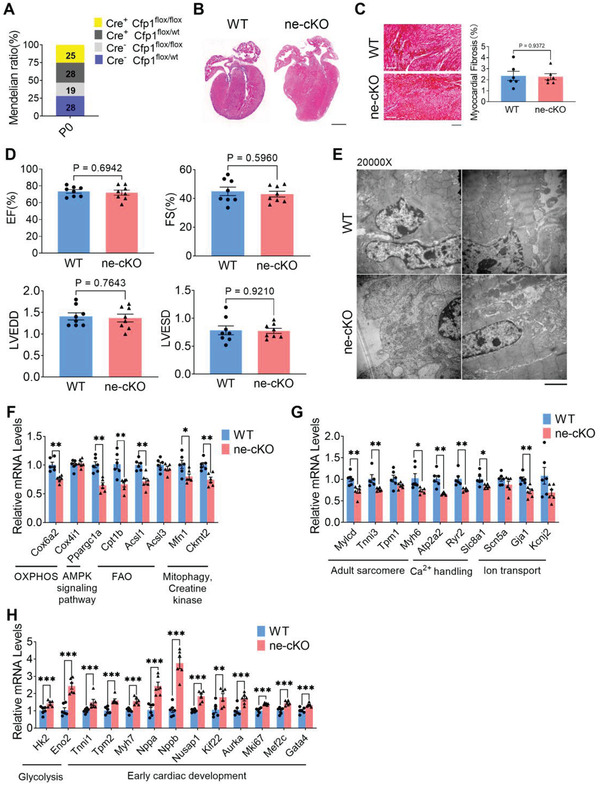
Influence of Cfp1 on late fetal maturation of mouse heart. A) Progeny number of the four genotypes (Cfp1^flox/wt^, Myh6‐Cre: Cfp1^flox/wt^, Cfp1^flox/flox^ and Myh6‐Cre: Cfp1^flox/flox^) from paternal (Myh6‐Cre: Cfp1^flox/wt^) and maternal (Cfp1^flox/flox^) breeding at postnatal day 0 (P0), respectively. B) Representative H&E‐stained paraffin section displays morphology of WT and ne‐cKO hearts. Scale bar: 500 µm. n = 5. C) Representative Masson‐stained paraffin section display fibrosis and quantification of the relative fibrotic area of hearts from WT and ne‐cKO mice. Scale bar: 100 µm. n = 6. P values are indicated on the graphs comparing WT versus ne‐cKO. D) Quantification of EF, FS, LVEDD and LVESD. n = 8. P values are indicated on the graphs comparing WT versus ne‐cKO. E) Representative electron microscope images of left ventricular wall of WT and ne‐cKO hearts (×20 000 magnification). Scale bars: 2 µm. F) Levels of mRNA transcripts encoding fatty acid aerobic metabolic genes, and G,H) sarcomere proteins, ion channels, glycolysis and early cardiac development genes in ventricles from WT and ne‐cKO mice hearts as measured by qRT‐PCR. n = 4‐6. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 versus WT. Student's t test or Mann‐Whitney U test was used. Bars represent the mean ± SEM. Mfn1, mitofusin 1; Mylcd, malonyl‐CoA decarboxylase; Kcnj2, potassium inwardly‐rectifying channel, subfamily J, member 2; Nusap1, nucleolar and spindle associated protein 1; Kif22, kinesin family member 22; Aurka, aurora kinase A.

Neonatal Cfp1‐cKO (ne‐cKO) mice showed no differences in cardiac morphology, fibrosis levels, and cardiac function compared to WT mice (Figure 5B–D). However, electron microscopy images showed a reduced number and volume of mitochondria in the left ventricle wall of ne‐cKO hearts compared with WT hearts (Figure 5E). Similarly, the expression of genes related to FAO, OXPHOS, contraction, ion channels and calcium homeostasis were decreased in ne‐cKO mice (Figure 5F,G). Meanwhile, ne‐cKO mice displayed the persistent activation of markers related to early fetal development, including fetal cardiac/skeletal muscle isoforms, glycolysis, and the cell cycle (Figure 5H). These data indicated that gene expression changes induced by Cfp1 deficiency in neonatal mice occur earlier than morphological changes.

### 2.6 Cfp1 Affects Cardiomyocyte Maturation by Modifying Trimethylation on Lysine 4 of Histone H3

Cfp1 can modulate gene expression by affecting the modification of histone trimethylation on lysine 4 of histone H3 (H3K4me3), acetylation on lysine 9 of histone H3 (H3K9ac) and acetylation on lysine 27 of histone H3 (H3K27ac).^[^ ^13^, ^16^ ^]^ We found that histone H3K4me3 modification was markedly reduced in the hearts of 2‐week‐old Cfp1‐cKO mice, while upregulated in Cfp1‐TG mice (**Figure** **6**A,B; Figure S3, Supporting Information). The level of H3K9ac and H3K27ac modifications did not change in the hearts of 2‐week‐old Cfp1‐cKO or Cfp1‐TG mice (Figure 6A,B; Figure S3, Supporting Information). Sha Q et al. showed that changes in H3K4me3 modification levels were accompanied by reverse changes in monomethylation on lysine 4 of histone H3 (H3K4me1) and dimethylation on lysine 4 of histone H3 (H3K4me2) modification levels.^[^ ^17^ ^]^ In the present study, we examined the levels of H3K4me1 and H3K4me2 modifications in cardiomyocytes from Cfp1‐cKO and Cfp1‐TG mice. The levels of H3K4me1 and H3K4me2 were up‐regulated in Cfp1‐cKO mice, and down‐regulated in Cfp1‐TG mice (Figure S4, Supporting Information). We conducted Chromatin immunoprecipitation and sequencing (ChIP‐seq) on 2‐week‐old Cfp1‐cKO and WT mice. Cfp1 deletion led to the disappearance of 20359 pre‐existing H3K4me3 peaks and generated 17720 new H3K4me3 peaks (Figure 6C). GO analysis of the specific H3K4me3 peak modified genes in the two groups showed that the genes involved in biological processes such as organic acid metabolism and ion transport were absent in the hearts of Cfp1‐cKO mice (Figure 6D). In addition, genes related to mitochondrial aerobic metabolism pathways, such as Cox6a2 and Ckmt2, showed reduced H3K4me3 modification intensity in the Cfp1‐cKO group. In contrast, glycolysis‐related genes including Eno2 showed enhanced H3K4me3 modification in Cfp1‐cKO group (Figure 6E). At the same time, compared with the WT group, the Cfp1‐cKO group showed changes in H3K4me3 modification of cardiomyocytes structure related genes, which showed that the H3K4me3 modification intensity of adult isoforms Tnni3 and Myl2 genes was decreased, and the H3K4me3 modification intensity of fetal isoforms Tnni1 and Myl7 genes was increased (Figure 6E).

**Figure 6:**
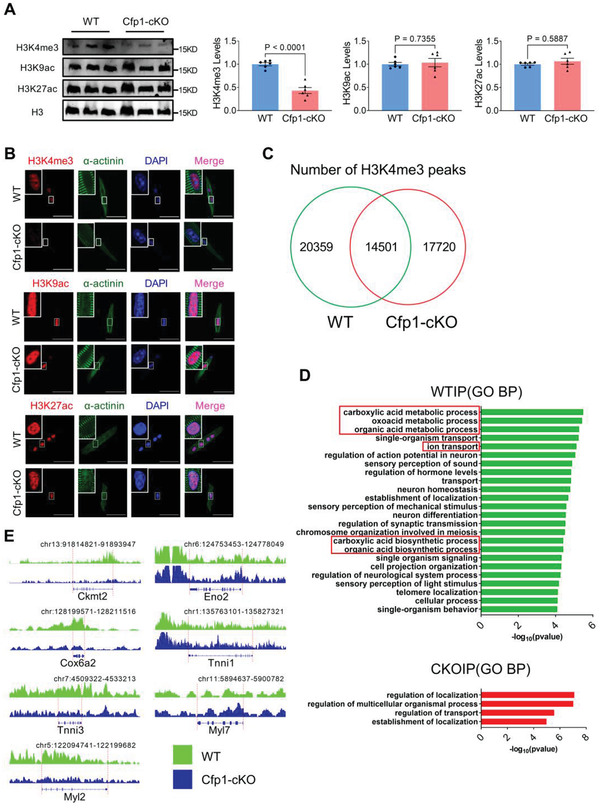
Cfp1 affects cardiomyocyte maturation by modifying histone H3K4me3. A) Protein levels of H3K4me3, H3K9ac, H3K27ac in ventricles from WT and Cfp1‐cKO mice by western blot. H3 was used as loading control. n = 6. B) Immunofluorescent staining performed to analyze the levels of H3K4me3, H3K9ac and H3K27ac in isolated ventricle cardiomyocytes from WT and Cfp1‐cKO. Scale bar: 50 µm. n = 20‐38 cells from at least 3 mice. C) The number of shared peaks and specific peaks obtained across different samples using a Venn diagram. D) GO‐BP analysis of genes with H3K4me3 peaks observed in the hearts of WT and Cfp1‐cKO mice. E) H3K4me3 modification of maturation related genes (Ckmt2, Cox6a2, Tnni3, Myl2, Eno2, Tnni1 and Myl7) by IGV. n = 1 from at least 3 mice heart. *P* values are indicated on the graphs comparing WT versus Cfp1‐cKO. Student's t test or Mann‐Whitney U test was used. Bars represent the mean ± SEM.

### 2.7 Cardiomyocyte‐Specific Deletion of Cfp1 in Adult Mice Impairs Mitochondrial Function and Leads to Heart Failure

We further explored the impact of Cfp1 deficiency on adult heart. Tamoxifen‐induced cardiomyocyte‐specific Cfp1 knockout (Cfp1^−/−^) mice were injected intraperitoneally with tamoxifen (75 mg kg^−1^) for 7 consecutive days at 6 weeks of age, and functional testing was performed 14 days later (**Figure** **7**A). Cfp1 protein and mRNA levels were significantly reduced in the hearts of Cfp1^−/−^ mice, indicating successful induction of Cfp1 deletion in adult mice (Figure S5A,B, Supporting Information). Echocardiography results showed a significant decrease in EF and FS, an increase in LVESD, but no change in LVEDD (Figure 7B). H&E and Masson's trichrome staining showed that there were no obvious differences in cardiac morphology and interstitial fibrosis between Cfp1^−/−^ and WT mice (Figure 7C,D). The amplitude of peak systolic Ca^2+^ transient was smaller in cardiomyocytes from Cfp1^−/−^ than WT mice, and the time course for the decay phase of Ca^2+^ transient (τd) was longer in Cfp1^−/−^ than WT mice (Figure 7E). Cardiomyocytes from Cfp1^−/−^ mice showed a smaller percentage of length changes during contraction compared to WT mice (Figure 7F). The hearts of Cfp1^−/−^ mice also showed an overall reduction in mitochondrial function and indicated by reduction in CI P, CI+II P and CI+II ETS parameters (Figure 7G). These data implied that deficiency of Cfp1 in adult mice also impairs the contractile and mitochondrial function of cardiomyocytes.

**Figure 7:**
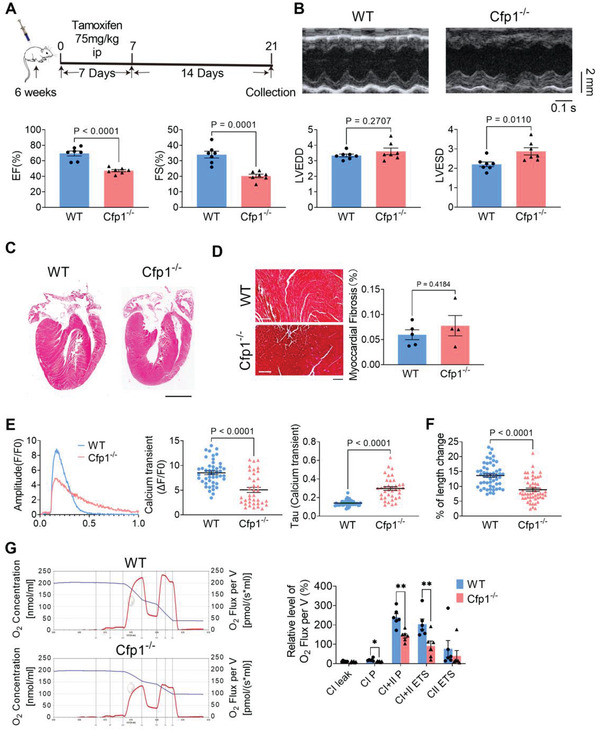
Cardiomyocyte‐specific deletion of Cfp1 in adult mice impairs mitochondrial function and leads to heart failure. A) Schematic showing the experimental timeline. B) Echocardiographic data of EF, FS, LVEDD and LVESD of WT and Cfp1^−/‐^ mice. n = 7. *P* values are indicated on the graphs comparing WT versus Cfp1^−/−^. C) Representative H&E‐stained paraffin section displays morphology of WT and Cfp1^−/−^ hearts. Scale bar: 500 µm. n = 5. D) Representative Masson‐stained paraffin section display fibrosis and quantification of relative fibrotic area of WT and Cfp1^−/−^ mice hearts. Scale bar: 100 µm. n = 4‐5. *P* values are indicated on the graphs comparing WT versus Cfp1^−/−^. E) Change in the peak calcium transient (ΔF/F0) and Tau value of the recovery phase of calcium transient in isolated ventricular myocytes. n = 37‐46 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1^−/−^. F) Shortening of isolated single ventricular myocytes. n = 53 cells from at least 3 mice. *P* values are indicated on the graphs comparing WT versus Cfp1^−/−^. G) The representative profile of O_2_ concentration change and relative level of O_2_ flux per volume and summarized data of mitochondrial respiration, including CI leak, CI P, CI+CII P, CI+CII ETS and CII ETS. n = 6. *P < 0.05, **P < 0.01 versus WT. Student's t test or Mann‐Whitney U test was used. Bars represent the mean ± SEM.

### 2.8 Overexpression of Cfp1 Promotes Human Induced Pluripotent Stem Cell‐Derived Cardiomyocytes Maturation

To further validate the influence of Cfp1 on cardiomyocyte maturation, we examined its effect on the maturation of hiPSC‐CMs. We infected hiPSC‐CMs with lentivirus carrying Cfp1 overexpression plasmid and detected the maturation of hiPSC‐CMs after 3 weeks (**Figure** **8**A). Cfp1 levels in the Cfp1 overexpression (Cfp1‐OE) group were significantly higher than in the negative control (NC) group (Figure S5C, Supporting Information). Immunofluorescent staining showed that overexpression of Cfp1 increased sarcomere length, cell area and perimeter of hiPSC‐CMs, while decreasing cell circularity index (Figure 8B,C). Cfp1 overexpression increased OS and APA of hiPSC‐CMs (Figure 8D). Overexpression of Cfp1 in hiPSC‐CMs resulted in increased expression of human adult myosin isoforms (Tpm1, Myl2, Myh7, and Tnni3) and ion transport (Gja1 and Scn5a) genes. Human fetal myosin isoforms (Tpm2, Myl7, Myh6, and Tnni1) and natriuretic peptide (Nppa, and Nppb) were decreased (Figure 8E,F). These data indicated that overexpression of Cfp1 promotes the maturation of hiPSC‐CMs.

**Figure 8:**
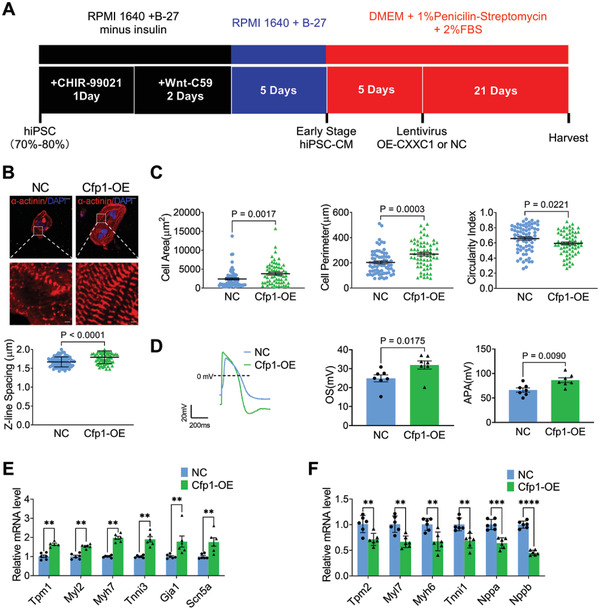
Overexpression of Cfp1 promotes hiPSC‐CMs maturation. A) Schematic graph showing the experimental timeline. B) Immunofluorescent staining of α‐actinin and spacing of sarcomere z‐lines. n = 71‐82 cells. Scale bar: 20 µm (top); Scale bar: 2 µm (down). *P* values are indicated on the graphs comparing NC versus Cfp1‐OE. C) Quantification of the size and morphology of hiPSC‐CMs. n = 63‐70 cells. *P* values are indicated on the graphs comparing NC versus Cfp1‐OE. D) Representative tracing of action potential by whole‐cell patch‐clamp technique and quantification of recorded APA and OS. n = 7 cells. *P* values are indicated on the graphs comparing NC versus Cfp1‐OE. E,F) Levels of mRNA transcripts encoding adult genes, and fetal genes as measured by qRT‐PCR. n = 5‐6. **P < 0.01, ***P < 0.001, ****P < 0.0001 versus NC. Student's t test or Mann‐Whitney U test was used. Bars represent the mean ± SEM. hiPSC, human induced pluripotent stem cell.

## 3 Discussion

Cfp1 is a crucial epigenetic factor that plays an essential role in achieving developmental competence.^[^ ^18^ ^]^ Global knockout of Cfp1 in mice leads to embryonic lethality,^[^ ^19^ ^]^ and the deletion of Cfp1 in various cell types results in developmental and maturation impairment.^[^ ^16^, ^20^ ^]^ In the present study, it was observed that Cfp1 expression levels in the heart were elevated during the perinatal period, which corresponds to a critical stage in cardiomyocyte maturation. Cfp1‐cKO mice started to die at 2 weeks after birth and all died within 4 weeks. Cfp1 deficiency results in impaired cardiomyocyte maturation, evidenced by alterations in cardiomyocyte morphology and structure, cardiac electrical activity, contractile and metabolic functions, and cardiomyocyte proliferation. These findings suggested that Cfp1 is a key regulator of cardiomyocyte maturation.

Several epigenetic modifications are associated with transcriptionally active euchromatin or repressed heterochromatin. Histone methylation and acetylation modifications are associated with transcriptionally active euchromatin.^[^ ^21^ ^]^ H3K4me3, H3K9ac, and H3K27ac are critical epigenetic modifications involved in the regulation of various cardiac diseases.^[^ ^22^ ^]^ Zhao et al. reported that knockout of Cfp1 led to loss of H3K4me3, H3K9ac and H3K27ac modifications in the promoter of colony stimulating factor 2 receptor subunit alpha gene and reduced its expression.^[^ ^16^ ^]^ In a previous study, our group demonstrated that cardiomyocyte specific Cfp1 deletion caused a decrease in hyperpolarization activated cyclic nucleotide gated potassium channel 4 (Hcn4) transcription and reduced cardiac rhythm due to loss of H3K4me3, H3K9ac, and H3K27ac modifications in the Hcn4 gene promoter.^[^ ^13^ ^]^ In the present study, we examined changes in H3K4me3, H3K9ac, and H3K27ac modification in Cfp1‐cKO mice and found that only H3K4me3 was downregulated. Furthermore, cardiomyocyte specific overexpression of Cfp1 also only led to upregulation of H3K4me3 modification. Previous studies have shown that Cfp1 can affect the level of H3K4me3 modification in cells. Tate et al. showed that murine embryonic stem cells lacking Cfp1 results in a global H3K4me3 upregulation.^[^ ^23^ ^]^ In contrast, Clouaire et al. showed that Cfp1 is required for H3K4me3 and deficiency of Cfp1 in embryonic stem cells leads to marked loss of H3K4me3 at expressed CpG island associated genes.^[^ ^24^ ^]^ Sha Q et al. found that Cfp1 and H3K4me3 change in the same direction during meiotic maturation.^[^ ^17^ ^]^ In addition, in the present study, we found that the level of H3K4me3 modification is significantly altered in the hearts of Cfp1 knockout and overexpression mice, but the levels of H3K9ac and H3K27ac modification were not altered. Therefore, we thought that H3K4me3 might be the key epigenetic modification affecting cardiomyocyte maturation and analyzed H3K4me3 modification sites, but not H3K9ac and H3K27ac modification sites. The possibility that the overall level of H3K9ac and H3K27ac modification is unchanged, while specific local modification sites changed, cannot be excluded.

Epigenetic regulation plays a crucial role in embryonic development and cell type‐specific control of gene expression. However, the specific impact of histone methylation changes on cardiac differentiation and maturation has remained less explored. Existing research has demonstrated that increasing H3K4me3 modifications on the promoters of genes in human embryonic stem cells and their derived ventricular cardiomyocytes induces hypertrophic growth of cardiomyocytes and enhances the expression of cardiac genes such as Myh6, Myh7, and Myl2.^[^ ^25^ ^]^ Additionally, increased H3K4me3 modification in genes involved in mitochondrial biogenesis regulatory pathways leads to an increased rate of mature cardiomyocytes.^[^ ^26^ ^]^ In this study, we found that cardiomyocyte‐specific Cfp1 deletion results in decreased H3K4me3 modifications on genes upregulated during cardiomyocyte maturation, including Ckmt2, Cox6a2, Tnni3, and Myl2, and increased H3K4me3 modifications on genes downregulated during cardiomyocyte maturation, including Eno2, Tnni1 and Myl7. These findings suggested that Cfp1 affects the expression of genes related to cardiomyocyte maturation by regulating H3K4me3 modification, thus participating in the process of cardiomyocyte maturation.

During the transition from the fetal stage to adulthood, the heart undergoes dramatic metabolic and structural maturation. Many adult cardiac processes revert to a fetal format during the development of heart failure.^[^ ^14b^ ^]^ To further clarify the role of Cfp1 on cardiomyocyte maturation, we examined the cardiac morphology and function as well as the expression status of maturation related genes in ne‐cKO mice and found no obvious differences on cardiac structure and function, but marked abnormalities in the expression pattern of maturation related genes. These findings established that Cfp1 plays a role in the pathogenesis of heart failure by affecting cardiomyocyte maturation rather than reversing the fetal form into an adult cardiac process.

Cfp1 plays an important role in cardiomyocyte maturation and development, and the expression of Cfp1 is downregulated after perinatal period. To further elucidate the function of Cfp1, we showed that cardiomyocyte specific Cfp1 deletion in adult mice attenuates cardiac function without altering morphological structure, with significant attenuation of energy metabolism and calcium handling capacity. These findings indicated that although the expression level of Cfp1 appears significantly downregulated in adult cardiomyocytes compared with that in perinatal period, Cfp1 is still essential for the maintenance of basic functions of cardiomyocytes, indicating that Cfp1 is a key factor in cardiomyocytes and plays important roles at different stages.

Increasing H3K4me3 modifications on human embryonic stem cell‐derived ventricular cardiomyocytes gene promoters induces cardiomyocyte hypertrophic growth.^[^ ^25^ ^]^ In the present study, we constructed mice with cardiomyocyte specific overexpression of Cfp1 and found that Cfp1 overexpression promoted cardiomyocyte maturation, exhibited cell morphology and structure, and altered cardiac electrical activity, contractile and metabolic functions, and cell proliferation status. Recently, hiPSC‐CMs technology has shown considerable clinical value, but so far fully mature cardiomyocytes still cannot be obtained in vitro, and this maturation obstacle of cardiomyocytes severely limits its clinical application.^[^ ^27^ ^]^ We found that overexpression of Cfp1 promoted hiPSC‐CMs maturation. The findings further confirmed the critical role of Cfp1 in cardiomyocyte maturation.

In conclusion, the study demonstrates that Cfp1 plays an important role in the process of cardiomyocyte maturation. This function is mainly mediated by the regulation of H3K4me3 modification, which affects the expression of maturation related genes. The study provides a new direction for inducing cardiomyocyte maturation.

## 4 Experimental Section

### Animals

Myh6‐Cre transgenic C57BL/6 mice (SPF) and Cfp1^flox/flox^ transgenic C57BL/6 mice (SPF) were presented by Professor Shen Jingling, Department of Embryology, Basic Medical College of Harbin Medical University. Myh6‐MerCreMer transgenic C57BL/6 mice (SPF), as well as Myh6 promoter of Cfp1‐TG mice (SPF) were constructed by Cyagen Biosciences Co., LTD. Myh6‐Cre transgenic mice was crossed with Cfp1^flox/flox^ transgenic mice to generate Myh6‐Cre: Cfp1^flox/wt^ mice, and then crossed Myh6‐Cre: Cfp1^flox/wt^ mice with Cfp1^flox/flox^ mice again. Eventually, genotype was got for Myh6‐Cre: Cfp1^flox/flox^ Cfp1‐cKO in mice. Myh6‐MerCreMer transgenic mice was crossed with Cfp1^flox/flox^ transgenic mice to generate Myh6‐MerCreMer: Cfp1^flox/wt^ mice. Myh6‐MerCreMer: Cfp1^flox/wt^ mice were then crossed again with Cfp1^flox/flox^ mice to get Myh6‐MerCreMer: Cfp1^flox/flox^ Cfp1^−/−^ mice. The primers were synthesized by Invitrogen and listed in Table S1.

All mice were maintained in a temperature‐controlled environment with a temperature of 23 ± 3°C, humidity of 30 to 70%, and a 12‐h light/dark cycle. All animal experiments were approved by the Ethics Committee of the School of Pharmacy, Harbin Medical University (IRB3018622) and conformed to the Guide for the Care and Use of Laboratory Animals issued by National Institutes of Health (NIH Publication 85‐23, revised 1996). Experimentalists were blinded to treatment/genotype grouping information during experiments and quantification. No mice were excluded from the study unless they died.

### Construction of Lentivirus (AAV9) Carrying Cfp1

The AAV9 lentivirus carrying human Cfp1 was constructed by Genechem Co., Ltd. (Shanghai, China). The plasmid vector was GV492 and the original sequence was Ubi‐MCS‐3FLAG‐CBh‐gcGFP‐IRES‐puromycin. The overexpression gene was Cxxc1 (NM_001101654) and the negative control number was CON335.

### Echocardiography

The mice were anesthetized with 1% sodium pentobarbital, and the body temperature of mice was maintained at 36 – 37°C. The cardiac function of mice was detected by two‐dimensional M‐mode using Vevo 2000 high‐resolution small animal ultrasound imaging system. EF, FS, LVESD, and LVEDD were calculated.

### Isolation of Mouse Cardiomyocytes

Mouse cardiomyocytes were isolated as described previously.^[^ ^28^ ^]^ The mice were anesthetized with 1% sodium pentobarbital and 0.1 mL heparin (50 mg mL^−1^, ip). The heart was rapidly excised and the aorta was cannulated on a constant flow Langendorff device. The digested hearts were perfused with Tyrode solution containing 1 mg mL^−1^ collagenase type II powder, protease (0.02 mg mL^−1^), and bovine serum albumin (1 mg mL^−1^). The Tyrode's solution contained (in mM): 123 NaCl, 5.4 KCl, 10 HEPES, 0.33 NaH_2_PO_4_, 1.0 MgCl_2_, and 10 glucoses (pH adjusted to 7.4 with NaOH). After the tissue was softened, the left ventricle was gently separated into small pieces and stirred to separate the cardiomyocytes, which were then equilibrated in Tyrode's solution containing 200 µM CaCl_2_ and 1% bovine serum albumin. Single rod cells with clear transverse stripes were used for electrophysiological recordings. All solutions were gassed with 95% oxygen and 5% carbon dioxide and heated to 37±0.5 °C.

### Immunofluorescent Staining

Isolated mouse ventricular myocytes were fixed for 10 min with 4% paraformaldehyde in PBS, and then washed in PBS for 10 min (2 times). The cells were subsequently dropped onto glass slides and cells were attached to glass slides and permeabilized with 0.5% Triton X‐100 for 5 min. Frozen sections of heart tissue and cultured cells were fixed (10 min) in 4% PFA. Heart sections and cultured cells were then permeabilized with 0.5% Triton X‐100 for 5 min.

Samples were blocked with 5% bovine serum albumin (BSA) in PBS containing 0.1% Triton X‐100 for 1 h at room temperature. Then samples were incubated for 1 h at room temperature or overnight at 4 °C with the following antibodies diluted in 3% BSA blocking solution. Anti‐α‐actinin (1:500, A7811, Sigma, America) was used to identify CMs. Anti‐Ki67 (1:2000, ab15580, Abcam, America) and anti‐phosphorylated‐histone3 (pH3) (1:500, 06–570, Sigma‐Aldrich, America) antibodies were used to analyse cell‐cycle re‐entry and karyokinesis, respectively. Other antibodies used in the study: anti‐H3K4me3 (1:200, 9751S, Cell Signaling Technology, America), anti‐H3K9ac (1:200, 9649S, Cell Signaling Technology, America) and anti‐H3K27ac antibody (1:200, 8173S, Cell Signaling Technology, America). After three washes with PBS, 10 min each time, samples were stained for 1 h at room temperature or overnight at 4 °C with fluorescent secondary antibodies (Abcam) followed by 10 min of DAPI (4′,6‐diamidino‐2‐phenylindole dihydrochloride) staining for nuclei visualization. Slides were mounted with Immu‐mount (9990412, Thermo Scientific) and viewed under a fluorescence microscope (Nikon Intensilight or Nikon eclipse 90i, Nikon) or spinning‐disc confocal microscope (Carl Zeiss) as specified in the figure legends.

### Whole‐Cell Patch Clamp Recording

Whole‐cell patch clamp equipment (Axopatch 700B amplifier) was used to record action potential. Borosilicate glass electrodes with pipette resistance of 2≈4 MΩ were prepared by using a Brown‐Flamming puller (model P‐97, Sutter Instrument Co., Novato, CA., UAS) and a microforge (F‐83, Narishige, Japan). The action potentials were recorded with pipette solution (in mmol/L: K‐glutamate 130; MgCl_2_•6H_2_O 1; NaCl 5; KCl 15; Mg‐ATP 5; CaCl_2_ 1; EGTA 5; HEPES 10; pH adjusted to 7.20 with KOH) and the external solution was the normal Tyrode's solution at 37 °C.

### Measurements of Cardiac Contractility

Freshly isolated ventricular myocytes were placed in normal Tyrode's solution containing (in mM): 137 NaCl, 5.4 KCl, 0.16 NaH_2_PO_4_, 10 glucose, 1.8 CaCl_2_, 0.5 MgCl_2_, 5.0 HEPES, and 3.0 NaHCO_3_ (pH adjusted to 7.4 with NaOH) and paced to steady state using a 1 Hz field stimulation. After 20 s of stimulation, the cells showed steady contractions, and video images were acquired using a Flash4.0 LT camera by line scanning (4 ms line^−1^, C11440‐42U, Hamamatsu, Japan). Image J was used to measure the cell length under contraction (systolic length) and relaxation (diastolic length). Cardiomyocyte sarcomere shortening, which reflects the contractility of cardiac muscles, was calculated as (diastolic length–systolic length)/diastolic length × 100%. Measurements were taken from more than 20 myocytes from three or more animals from each group.

### Measurements of Intracellular Calcium Transients

To measure cellular calcium transients, both freshly isolated cardiomyocytes and primarily cultured cardiomyocytes were incubated with 5 µM Fluo‐3 (Invitrogen, Grand Island, NY, USA) and 0.01% Pluronic F127 (BASF, Florham Park, NJ, USA) in Tyrode's solution for 35 min.^[^ ^29^ ^]^ To measure intracellular Ca^2+^ transients, cardiomyocytes were electrically paced at 1 Hz. Images were obtained with an Olympus camera. The amplitude of the intracellular Ca^2+^ transient was calculated as the difference between peak and diastolic calcium levels according to the equation (F‐F0)/F0 after subtraction of background fluorescence. The calcium transient decay phase time constant (τd) was determined using exponential curve fitting. The experiments were performed at room temperature. Measurements were taken from more than 20 myocytes from three or more animals from each group.

### Mitochondrial Respiratory Function Detection

Mitochondrial respiratory function of myocardial tissue, myocardial cells and myocardial fibroblasts was determined. First, about 4 mg of cardiac tissue was cut and ground in PBS buffers, then centrifuged at 3500 rpm for 5 min. Tissues precipitated with mitochondrial respiratory solution (MiR05) were then suspended for the following mitochondrial respiratory function tests. The MiRO5 consisted of EGTA 0.5 mM, MgCl_2_·6 H_2_O 3 mM, Lactobionic acid 60 mM, Taurine 20 mM, KH_2_PO_4_ 10 mM, HEPES 20 mM, D‐sucrose 110 mM, BSA, and essentially fatty acid free 1 g l^−1^. Mitochondrial respiratory function was measured in a two‐chamber titration injection respirometer (Oxygraph‐2k; Oroboros Instruments, Innsbruck, Austria). Data were recorded through DatLab software 5.2 (Oroboros Instruments, Innsbruck, Austria). Reserve respiratory capacity was equal to the difference between maximum oxygen consumption rate and routine oxygen consumption rate. In permeabilized cells, the protocol with substrate–uncoupler–inhibitor titrations was used. After respiration was stabilized for a short time, routine respiration was measured. Glutamate (G, 5 mM) and malate (M, 2 mM) in the absence of ADP titration were used for inducing the respiratory leak state of complex I. Then, 5 mM ADP added was to detect the OXPHOS capacity of complex I. Maximal OXPHOS capacity was induced by succinate (Succ, 100 mM), including both complex I and complex II OXPHOS capacity. Next, oligomycin (Omy, 2.5 µM) and trifluoromethoxy carbonylcyanide phenylhydrazone (Fccp, 1 mM) titrations were used for the maximal uncoupled respiratory capacity of the electron transfer system. CII‐related uncoupled respiratory function was detected after the addition of rotenone (Rot, 0.5 µM). Finally, antimycin A (Ama, 2.5 µM) was given for residual oxygen consumption evaluation.

### Quantitative Real‐Time PCR

Total RNA was extracted using Trizol reagent (Invitrogen, USA) according to the manufacturer's instructions. Total RNA (0.5 µg) was reverse transcribed by TransScript reverse transcriptase (GMO) to obtain cDNA. RNA levels were measured using SYBR Green I incorporation on an ABI 7500 fast Real Time PCR system (Applied Biosystems, USA), and mRNA expression levels were calculated using the relative quantification 2^−△△CT^ method. The primers were synthesized by Invitrogen and listed in Table S2 (Supporting Information).

### Western Blot

Mouse heart tissue proteins were extracted for immunoblotting analysis. Total proteins were collected by treatment with RIPA lysis buffer (Beyotime, Beijing, China) and protease inhibitor mixture (Roche, Basel, Switzerland) at 4 °C, followed by centrifugation. Protein samples were separated by SDS‐PAGE and transferred to PVDF membranes. Membranes were blocked in Tris‐buffered saline containing 5% milk and then incubated with primary antibodies overnight at 4 °C. The primary antibodies include anti‐Cfp1 (1:1000, ab198977, Abcam, America), anti‐H3K4me3 (1:1000, 9751S, Cell Signaling Technology, America), anti‐H3K9ac (1:1000, 9649S, Cell Signaling Technology, America) and anti‐H3K27ac antibody (1:1000, 8173S, Cell Signaling Technology, America). The anti‐β‐actin (1:5000, 66009‐1‐Ig, Proteintech, America) and anti‐H3 (1:1000, 4499S, Cell Signaling Technology, America) were used as internal controls. Western blot bands were captured on an Odyssey Infrared imaging system (LI‐COR Biosciences, USA), and band intensities (area × OD) were measured in each group using Image StudioFull_5.2.5 software. Band intensities were standardized against internal controls. All antibodies were diluted in PBS buffer.

### Hematoxylin‐Eosin and Masson's Trichrome Staining

Mouse hearts were fixed in 4% paraformaldehyde, embedded in paraffin and sectioned. H&E and Masson's trichrome staining were performed according to standard procedures. Heart fibrosis was detected by Masson's trichrome staining. The size of fibrosis in each section was quantified using ImageJ software (National Institutes of Health) based on Masson trichrome staining.

### Chromatin Immunoprecipitation and Sequencing Analysis

Mouse hearts were used for ChIP‐seq analysis, with samples from at least three hearts per set. Cell Signaling SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads) #9005 kit was used. Cardiac tissue was cross‐linked with paraformaldehyde, and DNA was digested enzymatically to a length of approximately 150 to 900 bp. 1 µg of antibody was used for chromatin immunoprecipitation, and purified DNA was obtained by centrifugal column after enzymatic hydrolysis. Enriched DNA fragments were subjected to the preparation of standard libraries for ChIP‐seq according to the manufacturer's instructions, and the resulting ChIP‐seq libraries were sequenced on an Illumina Hi‐seq X‐Ten (Annoroad Gene Technology Co. Ltd). ChIP‐seq data were mapped to mouse genome (GRCm38) by using Bowtie2, and ChIP peaks were called using MACS2, with the input sample as the control. Signal track files in BigWig format were generated using the MACS2 pileup function and were normalized to 1 million reads for visualization. Deeptools was also used to plot the gene body and flanking region heatmap graph using the normalized signal intensity. MACS2 was used to call peaks, and followed by peak annotation using bedtools. Differential analysis between treat and control samples was conducted using bedtools. Functional analysis such as GO for differential peaks related genes was done by using in‐house scripts. The raw data from ChIP‐seq can be downloaded from the NCBI's SRA using accession number GSE241021.

### RNA Sequencing Analysis

The sampling instruments need to be sterilized by high temperature and autoclaving before use. After anesthesia, the mice were sacrificed by spinal cord transection, and the hearts were removed. The blood was drained in PBS buffer containing DEPC after precooling and then snap frozen in liquid nitrogen. Download reference from UCSC (ttp://hgdownload.soe.ucsc.edu/goldenPath/galGal4) gene and genome annotation file, use the Bowtie2 build reference genomic library, then through the TopHat clean data was mapped to a reference genome. At the same time, Bowtie2 was used for mapping and then compared with TopHat to make the mapping results more accurate. Differential gene expression analysis was performed using the DESeq software package. The significance of differential genes was calculated using DESeq software, and pairwise comparisons were made between all biological replicates of enriched/enhanced tissues (or group tissues) and all other tissues. Multiple test correction *p* value (FDR 5%) was used to determine whether genes were significantly differentially expressed. Raw data for RNA‐seq can be downloaded from SRA at NCBI using accession number GSE240852.

### Differentiation of Human Induced Pluripotent Stem Cells to Cardiomyocytes

Undifferentiated hiPSCs were purchased from NC5 (Help Stem Cell Innovations, NC2001) and cultured on Matrigel‐coated plates in an E8 medium (CA1001500, CELLAPY). Differentiation basal medium composed of RPMI1640 medium (C11875500BT, Thermo Fisher Scientific) and B27 minus insulin (A1895601, Thermo Fisher Scientific) was used to induce cardiomyocyte differentiation. Specifically, the 70∼80% confluent hiPSCs were incubated in differentiation basal medium added with CHIR‐99021 (HY‐10182, MCE) for 1 day and Wnt‐C59 (S7037, Selleck Chemicals) for 2 days. Then, the cells were cultured in RPMI1640 basal medium containing B27 (17 504 044, Thermo Fisher Scientific), which was replaced with fresh medium every 1∼2 days. Beating cells were observed after 8 days of differentiation induction and used for further study.

### Statistical Analysis

The data were expressed as mean ± SEM. Firstly, all data sets were tested for normality by D'Agostino & Pearson test (n ≥ 8) and Shapiro‐Wilk test (n < 8). Then, for normally distributed data, Student's t test (unpaired two‐tailed) was used to compare two groups; one‐way ANOVA followed by Dunnett multiple comparisons test was used to compare differences among multiple groups; For non‐normally distributed, the Mann‐Whitney U test (unpaired two‐tailed) was used for two groups. Survival curves were analyzed using Kaplan‐Meier univariate survival analysis. In the detection of mitochondrial respiratory function, Student's t test (paired two‐tailed) was used for the normal distribution, and Mann‐Whitney U test (paired two‐tailed) was used for the non‐normal distribution. All statistical analysis was performed with GraphPad Prism 9.4.1. A value of *P* < 0.05 was considered a statistically significant difference. (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001)

## Conflict of Interest

The authors declare no conflict of interests.

## Author Contributions

C.Z.L., Y.Z. and J.L.S. contributed equally to this study. C.Z.L., Y.J.L., Z.W.P. and B.Z.C. designed the research. C.Z.L., Y.Z. and J.L.S. supervised all aspects of the research. J.M.Y., K.Y.G, and Y.P. performed cellular experiments. H.R.B., Y.Z., D.S.L., Z.W.Z., and L.X.Z. conducted animal experiments. C.Z.L., S.J.L., Y.N.L., H.R.B. contributed to manuscript revision. C.Z.L., Y.J.L., Z.W.P. and B.Z.C. wrote and finalized the manuscript. All persons have made contributions to this work.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Cfp1 Controls Cardiomyocyte Maturation by Modifying Histone H3K4me3 of Structural, Metabolic, and Contractile Related Genes
**Source:** Adv Sci (Weinh). 2024 Jan 9;11(11):2305992. doi: 10.1002/advs.202305992
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202305992

Cfp1 Controls Cardiomyocyte Maturation by Modifying Histone H3K4me3 of Structural, Metabolic, and Contractile Related Genes

*Changzhu Li, Yang Zhang, Jingling Shen, Hairong Bao, Yue Zhao, Desheng Li, Sijia Li, Yining Liu, Jiming Yang, Zhiwen Zhou, Kangyi Gao, Lexin Zhao, Yao Pei, Yanjie Lu\*, Zhenwei Pan\* and Benzhi Cai\**

## Supporting Information

**Cfp1 Controls Cardiomyocyte Maturation by Modifying Histone H3K4me3 of Structural, Metabolic, and Contractile Related Genes**

*Changzhu Li<sup>a</sup>, Yang Zhang<sup>a</sup>, Jingling Shen<sup>c</sup>, Hairong Bao<sup>a</sup>, Yue Zhao<sup>a</sup>, Desheng Li<sup>a</sup>, Sijia Li<sup>a</sup>, Yining Liu<sup>a</sup>, Jiming Yang<sup>a</sup>, Zhiwen Zhou<sup>a</sup>, Kangyi Gao<sup>a</sup>, Lexin Zhao<sup>a</sup>, Yao Pei<sup>a</sup>, Yanjie Lu<sup>a, \*</sup>, Zhenwei Pan<sup>a, b, d, \*</sup>, Benzhi Cai<sup>a, \*</sup>*

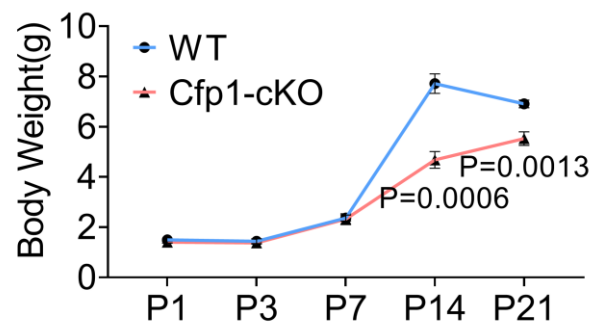

**Figure S1. Body weight and cardiac function of Cfp1-cKO mice.** Body weight of mice was recorded from postnatal days 1 to 21(P1-P21).  $n > 5$  per timepoint.  $P$  values are indicated on the graphs comparing WT vs Cfp1-cKO. Mann-Whitney U test was used. Bars represent the mean  $\pm$  SEM.

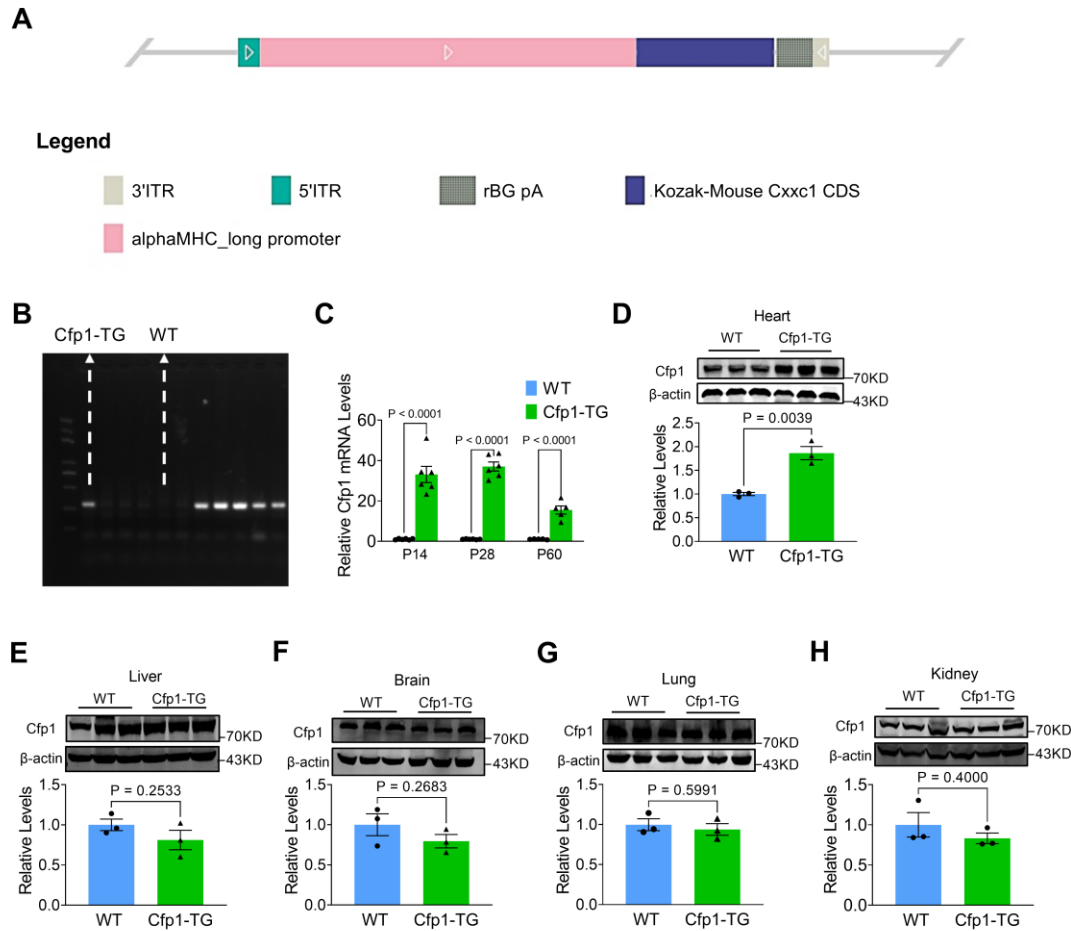

**Figure S2. Construction of cardiac-specific Cfp1 transgenic overexpression mice.**

(A) Cfp1 protein-encoding cDNA was cloned downstream of cardiac-specific promoter  $\alpha$ -MHC. (B) Qualitative analysis of transgenic mice by agarose gel electrophoresis. (C) qRT-PCR analyses of Cfp1 mRNA levels of Cfp1 in ventricles (P14, P28 and P60) from WT and Cfp1-TG mice.  $n=5-6$ . (D) Western blot analyses Cfp1 protein levels in ventricles from WT and Cfp1-TG mice.  $\beta$ -actin was used as loading control.  $n=3$ . (E-H) The expression level of Cfp1 protein in liver, brain, lung and kidney of transgenic mice by western blot.  $n=3$ .  $P$  values are indicated on the graphs comparing WT vs Cfp1-TG. Student's  $t$  test or Mann-Whitney U test was used. Bars represent the mean  $\pm$  SEM.

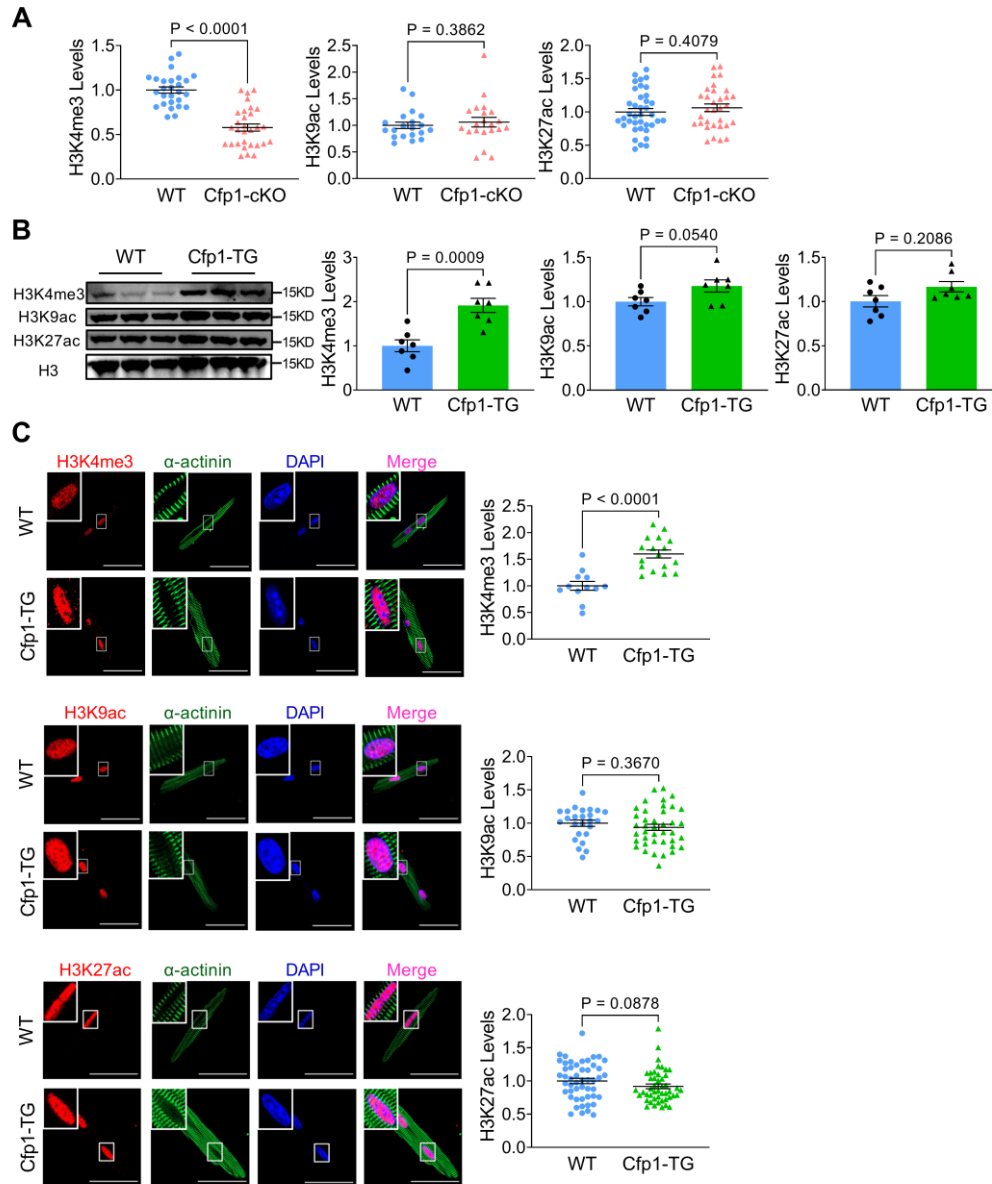

**Figure S3. Levels of H3K4me3, H3K9ac, and H3K27ac in ventricles.** (A) Quantification of H3K4me3, H3K9ac and H3K27ac levels in isolated cardiomyocytes from WT and Cfp1-cKO mice.  $n=20-38$  cells from at least 3 mice.  $P$  values are indicated on the graphs comparing WT vs Cfp1-cKO. (B) Protein levels of H3K4me3, H3K9ac, H3K27ac in ventricles from WT and Cfp1-TG mice by western blot. H3 was used as loading control.  $n=7$ . Mice of 2 weeks old were used in the study.  $P$  values are indicated on the graphs comparing WT vs Cfp1-TG. (C) Immunofluorescent staining and quantification of H3K4me3, H3K9ac and H3K27ac levels in isolated cardiomyocytes from WT and Cfp1-TG mice. Scale bar: 50  $\mu$ m.  $n=12-50$  cells from at least 3 mice.  $P$  values are indicated on the graphs comparing WT vs Cfp1-TG. Student's  $t$  test or Mann-Whitney U test was used. Bars represent the mean  $\pm$  SEM.

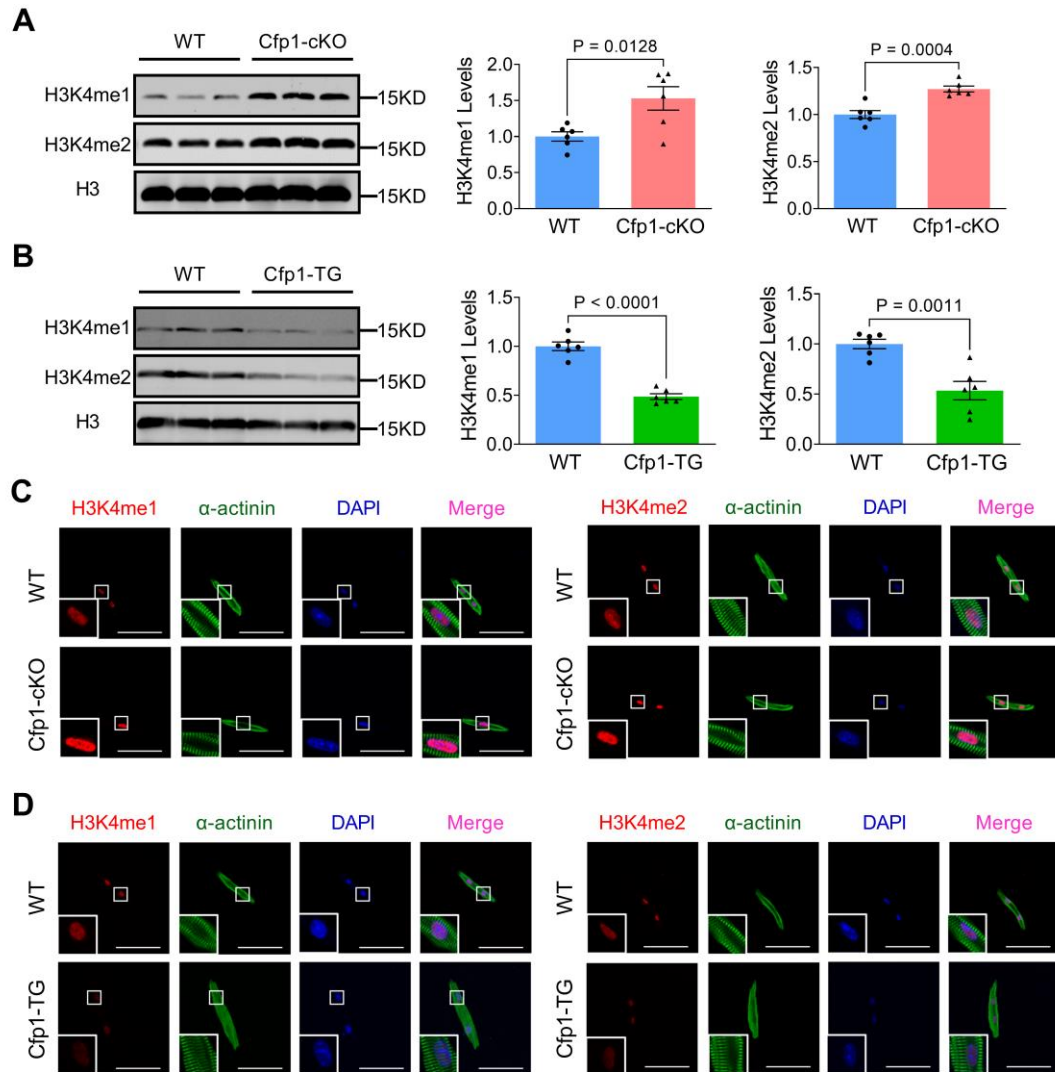

**Figure S4. Levels of H3K4me1/2 in ventricles.** (A) Protein levels of H3K4me1, H3K4me2 in ventricles from WT and Cfp1-cKO mice by western blot. H3 was used as loading control.  $n=6$ .  $P$  values are indicated on the graphs comparing WT vs Cfp1-cKO. Mice of 2 weeks old were used in the study. (B) Protein levels of H3K4me1, H3K4me2 in ventricles from WT and Cfp1-TG mice by western blot. H3 was used as loading control.  $n=6$ .  $P$  values are indicated on the graphs comparing WT vs Cfp1-TG. Mice of 2 weeks old were used in the study. (C) Immunofluorescent staining of H3K4me1/2 in isolated cardiomyocytes from WT and Cfp1-cKO mice. Scale bar: 50 $\mu$ m.  $n=7$  cells from at least 3 mice. (D) Immunofluorescent staining of H3K4me1/2 in isolated cardiomyocytes from WT and Cfp1-TG mice. Scale bar: 50 $\mu$ m.  $n=7$  cells from at least 3 mice. Student's  $t$  test was used. Bars represent the mean  $\pm$  SEM.

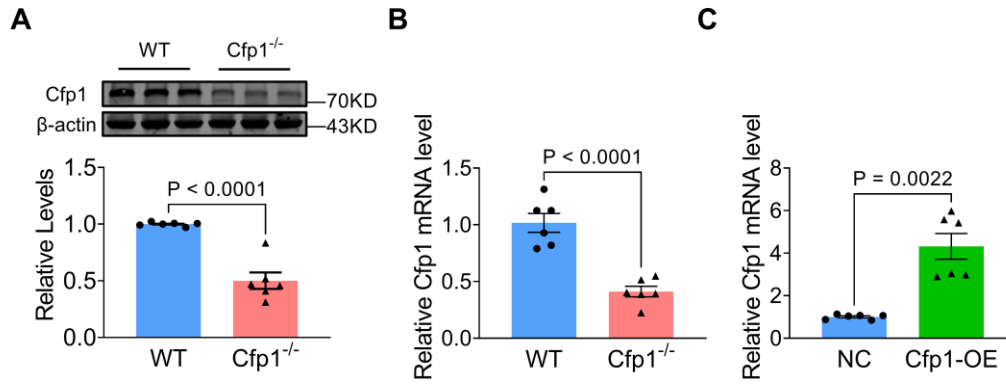

**Figure S5. Protein and mRNA level of Cfp1.** (A) Western blot analyses Cfp1 protein levels in ventricles from WT and Cfp1<sup>-/-</sup> mice. β-actin was used as loading control. n=6. *P* values are indicated on the graphs comparing WT vs Cfp1<sup>-/-</sup>. (B) qRT-PCR analyses of Cfp1 mRNA levels of Cfp1 in ventricles from WT and Cfp1<sup>-/-</sup> mice hearts. n=6. *P* values are indicated on the graphs comparing WT vs Cfp1<sup>-/-</sup>. (C) qRT-PCR was used to detect the expression level of Cfp1 mRNA in hiPSC-CMs. n=6. *P* values are indicated on the graphs comparing NC vs Cfp1-OE. Student's *t* test or Mann-Whitney *U* test was used. Bars represent the mean ± SEM.

## Supplementary Tables

**Table S1. Sequences of oligonucleotide primers used for PCR**

| Name                          | Primer Sequence               |
|-------------------------------|-------------------------------|
| Cfp1 <sup>flox/flox</sup> -F  | 5'-CGAGAGATGAAGAGGAGCCA-3'    |
| Cfp1 <sup>flox/flox</sup> -R  | 5'-CTGAATGGTCCTAGAACCTC-3'    |
| Myh6-Cre or Myh6-MerCreMer -F | 5'-GCCTGCATTACCGGTCGATGC-3'   |
| Myh6-Cre or Myh6-MerCreMer -R | 5'-CAGGGTGTTATAAGCAATCCC-3'   |
| Cfp1-TG -F                    | 5' - AGAGCCATAGGCTACGGTGTA-3' |
| Cfp1-TG -R                    | 5' - TGATGTCCGGTTTGCGACAGA-3' |

**Table S2. Sequences of oligonucleotide primers used for qRT-PCR**

| Name          | Primer Sequence              |
|---------------|------------------------------|
| Human-Cfp1-F  | 5'-GCAAACCGGACATCAACTGC-3'   |
| Human-Cfp1-R  | 5'-GCACTCCCGACAGTACCAC-3'    |
| Human-Gja1-F  | 5'-GGTGACTGGAGCGCCTTAG-3'    |
| Human-Gja1-R  | 5'-GCGCACATGAGAGATTGGGA-3'   |
| Human-Myh6-F  | 5'-GCCCTTTGACATTTCGCACTG-3'  |
| Human-Myh6-R  | 5'-GGTTTCAGCAATGACCTTGCC-3'  |
| Human-Myh7-F  | 5'-ACTGCCGAGACCGAGTATG-3'    |
| Human-Myh7-R  | 5'-GCGATCCTTGAGGTTGTAGAGC-3' |
| Human-Myl2-F  | 5'-TTGGGCGAGTGAAACGTGAAAA-3' |
| Human-Myl2-R  | 5'-CCGAACGTAATCAGCCTTCAG-3'  |
| Human-Myl7-F  | 5'-GCCCAACGTGGTTCTTCCAA-3'   |
| Human-Myl7-R  | 5'-CTCCTCCTCTGGGACACTC-3'    |
| Human-Nppa-F  | 5'-CAACGCAGACCTGATGGATTT-3'  |
| Human-Nppa-R  | 5'-AGCCCCCGCTTCTTCATTC-3'    |
| Human-Nppb-F  | 5'-GAGGTCACCTCCTATCCTCTGG-3' |
| Human-Nppb-R  | 5'-GCCATTTCTCCGACTTTTCTC-3'  |
| Human-Scn5a-F | 5'-TCTCTATGGCAATCCACCCCA-3'  |
| Human-sc5a-R  | 5'-GAGGACATACAAGGCGTTGGT-3'  |
| Human-Tnni1-F | 5'-CCGGAAGTCGAGAGAAAACCC-3'  |
| Human-Tnni1-R | 5'-TCAATGTCGTATCGCTCCTCA-3'  |

|                |                                 |
|----------------|---------------------------------|
| Human-Tnni3-F  | 5'-CTCTGCCAACTACCGAGCCTA-3'     |
| Human-Tnni3-R  | 5'-CTCTTCTGCCTCTCGTTCCAT-3'     |
| Human-Tpm1-F   | 5'-CTCCTCCTCTGGGACACTC-3'       |
| Human-Tpm1-R   | 5'-GCCGACGTAGCTTCTCTGAAC-3'     |
| Human-Tpm2-F   | 5'-TTTGGGCTCGACTCTCAATGA-3'     |
| Human-Tpm2-R   | 5'-GGTGGCCGAGAGTAAATGTGG-3'     |
| Mouse-Acs11-F  | 5'-CGCACCCCTTCCAACCAACA-3'      |
| Mouse-Acs11-R  | 5'-CGCTATTTCCACTGACTGCAT-3'     |
| Mouse-Acs13-F  | 5'-CTGCACAGGCGTGTTTTATGT-3'     |
| Mouse-Acs13-R  | 5'-ACGTGGGACCAAAGAGACTAT-3'     |
| Mouse-Atp2a2-F | 5'-GAGAACGCTCACACAAAGACC-3'     |
| Mouse-Atp2a2-R | 5'-ACTGCTCAATCACAAGTTCCAG-3'    |
| Mouse-Atp5b-F  | 5'-CCCTTCTGCTGTGGGCTATC-3'      |
| Mouse-Atp5b-R  | 5'-AAACGTAGTAGCAGCAGGGGCAG-3'   |
| Mouse-Atp5g3-F | 5'-TGCATCAGTATTATCTCGACCAG-3'   |
| Mouse-Atp5g3-R | 5'-GCACCTGCACCAATGAATTT-3'      |
| Mouse-Ckmt2-F  | 5'-AGACAAGCATAAGACCGACCT-3'     |
| Mouse-Ckmt2-R  | 5'-AGGCAGAGTGTAACCCTTGAT-3'     |
| Mouse-Nusap1-F | 5'-AGTTCCTTCTCTGCCGGAGC-3'      |
| Mouse-Nusap1-R | 5'-GCTTCTTAAAGTTTGGTGTTGTGGC-3' |
| Mouse-Kif22-F  | 5'-GTGTTGCTGTCCCACTAGGT-3'      |
| Mouse-Kif22-R  | 5'-AAGAGGAACGTGCGTTAGCA-3'      |
| Mouse-Aurka-F  | 5'-CACTTCCGGGCTCCGACA-3'        |
| Mouse-Aurka-R  | 5'-ACATCTGTCCATGTCACCGTAAA-3'   |
| Mouse-Cox6a2-F | 5'-CCAGAGTTCATCCCGTATCACC-3'    |
| Mouse-Cox6a2-R | 5'-GATTGTGGAAAAGCGTGTGGT-3'     |
| Mouse-Cpt1b-F  | 5'-GACTTCCGGCTTAGTCGGG-3'       |
| Mouse-Cpt1b-R  | 5'-GAATAAGGCGTTTCTTCCAGGA-3'    |
| Mouse-Eno2-F   | 5'-AAGGGATGGGGACAAACAGC-3'      |
| Mouse-Eno2-R   | 5'-CAATGTGGCGATAGAGGGGC-3'      |
| Mouse-Kcnj2-F  | 5'-CAACCGCTACAGCATCGT-3'        |
| Mouse-Kcnj2-R  | 5'-GCACTGTTGTCTGGGTATG-3'       |
| Mouse-Gata4-F  | 5'-CACCCCAATCTCGATATGTTTGA-3'   |

|                  |                                |
|------------------|--------------------------------|
| Mouse-Gata4-R    | 5'-GCACAGGTAGTGTCCCGTC-3'      |
| Mouse-Gja1-F     | 5'-CTGAGTGC GG TCTACACCTG-3'   |
| Mouse-Gja1-R     | 5'-GAGCGAGAGACACCAAGGAC-3'     |
| Mouse-Hk2-F      | 5'-CACGGAGCTCAACCAAAACC-3'     |
| Mouse-Hk2-R      | 5'-TTACTCGGAGCACACGGAAG-3'     |
| Mouse-Mef2c-F    | 5'-ATCCCGATGCAGACGATTCAG-3'    |
| Mouse-Mef2c-R    | 5'-AACAGCACACAATCTTTGCCT-3'    |
| Mouse-Mfn1-F     | 5'-ATGGCAGAAACGGTATCTCCA-3'    |
| Mouse-Mfn1-R     | 5'-GCCCTCAGTAACAAACTCCAGT-3'   |
| Mouse-Mki67-F    | 5'-ATCATTGACCGCTCCTTTAGGT-3'   |
| Mouse-Mki67-R    | 5'-GCTCGCCTTGATGGTTCCT-3'      |
| Mouse-Myh6-F     | 5'-TGAGTGGGAGTTTATCGACTTCG-3'  |
| Mouse-Myh6-R     | 5'-CCTTGACATTGCGAGGCTTC-3'     |
| Mouse-Myh7-F     | 5'-AGACTGTCAACACTAAGAGGGT-3'   |
| Mouse-Myh7-R     | 5'-TGCCCCAAAATGGATTCCGAT-3'    |
| Mouse-Myl2-F     | 5'-CATTCTCAACGCATTCAAGGTG-3'   |
| Mouse-Myl2-R     | 5'-TGCGAACATCTGGTCGATCTC-3'    |
| Mouse-Myl4-F     | 5'-AGAAACCCGAGCCTAAGAAGG-3'    |
| Mouse-Myl4-R     | 5'-TGGAGTCCGGTCAAACAATGA-3'    |
| Mouse-Myl7-F     | 5'-AGAAACCCGAGCCTAAGAAGG-3'    |
| Mouse-Myl7-R     | 5'-TGGAGTCCGGTCAAACAATGA-3'    |
| Mouse-Mylcd-F    | 5'-GCACGTCCGGGAAATGAAC-3'      |
| Mouse-Mylcd-R    | 5'-GCCTCACACTCGCTGATCTT-3'     |
| Mouse-Ndufb5-F   | 5'-CCTGGATACCGCAGCTAGGA-3'     |
| Mouse-Ndufb5-R   | 5'-GCGGCGCAATACGAATGCCC-3'     |
| Mouse-Nppb-F     | 5'-GAGGTCACTCCTATCCTCTGG-3'    |
| Mouse-Nppb-R     | 5'-GCCATTTCTCCTCCGACTTTTCTC-3' |
| Mouse-Ppargc1a-F | 5'-TATGGAGTGACATAGAGTGTGCT-3'  |
| Mouse-Ppargc1a-R | 5'-GTCGCTACACCACTTCAATCC-3'    |
| Mouse-Ryr2-F     | 5'-GCCACCGGACACTCCTCTAT-3'     |
| Mouse-Ryr2-R     | 5'-CCAACACGCACTTTTTCTCCT-3'    |
| Mouse-Scn5a-F    | 5'-TGCTGAATAAGGGCAAAACCA-3'    |
| Mouse-sc5a-R     | 5'-GCTGAAGAGCGAATGTACCAAAA-3'  |

|               |                              |
|---------------|------------------------------|
| Mouse-Tnni1-F | 5'-ATGCCGGAAGTTGAGAGGAAA-3'  |
| Mouse-Tnni1-R | 5'-TCCGAGAGGTAACGCACCTT-3'   |
| Mouse-Tnni3-F | 5'-CTCTGCCAACTACCGAGCCTA-3'  |
| Mouse-Tnni3-R | 5'-CTCTTCTGCCTCTCGTTCCAT-3'  |
| Mouse-Tpm1-F  | 5'-AACGGTGACGAACAACTTGAA-3'  |
| Mouse-Tpm1-R  | 5'-GGAAGTCATATCGTTGAGAGCG-3' |
| Mouse-Tpm2-F  | 5'-CGGGCCATGAAGGATGAGG-3'    |
| Mouse-Tpm2-R  | 5'-CCCACATTTACTCTCAGCCAC-3'  |
| 18s-F         | 5'-CCTGGATACCGCAGCTAGGA-3'   |
| 18s-R         | 5'-GCGGCGCAATACGAATGCCC-3'   |

---

RNA-seq: To review GEO accession GSE240852: Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240852>; enter token slqtkuckdpihxyb into the box.

ChIP-seq: To review GEO accession GSE241021: Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241021>; enter token kzcdqkkcbbqrpqd into the box.

How the deposited data were processed for this re-analysis (not part of the article)

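RNA of 3 WT and 3 Cfp1-cKO mouse heart samples, taken at 2 weeks of age, was measured by RNA-seq. The authors deposited FPKM values per gene, made before deposit by aligning reads and counting fragments per gene. The authors name Bowtie2, TopHat and DESeq in the paper, and give the address of a chicken genome for the reference. The submitters' processing notes name GRCm38, HISAT2 2.1.0, HTSeq 0.6.0, Bowtie2 2.2.3, TopHat2, CASAVA and DESeq2, without their order. Of the 26881 genes in the table, 26801 matched GENCODE release 21 for mouse by identifier, and 24424 of them had equal coordinates. The gene annotation and the GO terms were those in the authors' annotated table, whose FPKM were identical to those of the plain table for all 26881 genes.

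Library totals were worked back from the FPKM steps and ranged from 16672652 to 22700811 fragments. With these totals, 1 fragment in a gene of the length of 2 kilobases was worth between 0.0220 and 0.0300 FPKM. Fragments summed over genes came to between 105% and 106% of the totals. The fixed plan covered both FPKM and counts, and the FPKM branch applied. FPKM above 0 were found for 19037 to 22269 genes per library. The values of replicates differed by more than the sampling noise in every pair, with a chi-square per degree of freedom between 33.1 and 84.6 over genes with at least 20 fragments, so each library was counted once.

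The genotypes were compared with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, on log2(FPKM + 1) for the 11017 genes with a mean of at least 1 FPKM over the 6 libraries. Genes were called at an adjusted p (Benjamini-Hochberg) below 0.05 and an absolute log2 fold change above 0.5, the thresholds in the legend of Figure 2. Fold changes are on the log2(FPKM + 1) scale and understate the changes of low genes. The procedure was tested on simulated fragments for 10999 tested genes of the same comparison, with 200 genes changed, some of which fell below the filter. It recovered 0 of 67 genes changed 1.5-fold, 13 of 65 changed 2-fold and 40 of 59 changed 4-fold, with 5 false calls. In the data 2510 genes were called, of which 666 higher and 77 lower genes changed more than 2-fold. With only 200 simulated changes, neither the recovery nor the false calls were shown to hold for the data.

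Gene lists of pathways and cell types, 45 in all, were written before the data were examined, as were the thresholds, the alternatives and the rule for named genes. The rule took Cxxc1, the genes the paper measured in Cfp1-cKO hearts, the 10 called genes with the largest rise and the 10 with the largest fall whose genotypes did not overlap, and up to 4 members of each list. Lists with at least 3 tested members, 38 of them, were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation. Terms of GO biological process with 10 to 500 tested genes, 1391 in all, were tested with one-sided Fisher's exact tests against the 9301 tested genes that carry a term. Principal components were computed on centred log2 values and compared with an exact permutation test.

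Alternatives covered the pseudocount, the filter on low values, the scaling between libraries, removal of mitochondrially encoded and haemoglobin genes, the moderation of variances, library weights, the replicate number as a block, the fold threshold, the correlation within lists, fgsea 1.28.0 in place of camera, and each library left out in turn. Voom of limma on the recovered fragments, and the sex of the mice as a covariate, were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots. Near-identical genes, among them Hba-a1 and Hba-a2, Hbb-bs and Hbb-bt, and Atp5g1 and Atp5g3, may share fragments. The retina-related steps in the submitters' extraction text could not be related to these heart samples. KEGG gene sets and raw reads were not used here. Some genes that the rule takes are not reported here.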

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

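Of the tests in this part, the use of the values without mitochondrially encoded and haemoglobin genes was chosen after the result was seen. So were the threshold of 100 FPKM for single genes and the comparison of haemoglobin with other genes by library.

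The lists of interferon response (median log2 fold change 0.65), complement and coagulation (0.79), activated fibroblast (1.16), epicardium and mesothelium (1.38) and lung epithelium (5.36) were higher in Cfp1-cKO hearts and are not discussed in the paper. Limma's camera placed them higher, at adjusted p = 0.0464, adjusted p = 0.00519, adjusted p = 0.00582, adjusted p = 0.00634 and adjusted p = 1.19e-13 in that order. These calls were lost with an estimated correlation, at adjusted p = 0.636, adjusted p = 0.383, adjusted p = 0.504, adjusted p = 0.414 and adjusted p = 0.109 in that order. With median-of-ratios scaling the medians of these lists were 0.33, 0.41, 0.77, 1.12 and 5.13 in the same order. Sftpc (mean 2199 FPKM in Cfp1-cKO hearts), Scgb1a1 (1327 FPKM), Sftpb (289 FPKM) and Sftpa1 (166 FPKM) are not discussed in the paper either, and were below 1 FPKM on average in WT hearts.

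Every called gene of the macrophage, fibroblast, endothelial, and smooth muscle and pericyte lists was higher in Cfp1-cKO hearts, as were 92.6% of all called genes. Lung tissue carried over into the samples is a candidate source: Sftpc was at 1202 FPKM or more in all 3 Cfp1-cKO libraries and at most 0.33 FPKM in WT, and of the 12 lung markers only Hopx had a mean of at least 1 FPKM in WT hearts. How much of the immune, adhesion and epithelial genes such tissue would account for was not analysed here, since no lung library was at hand. A lower share of cardiomyocyte RNA would raise the markers of other cell types alike. Before scaling, the medians were 0.85 for fibroblast, 0.27 for endothelial, 0.40 for smooth muscle and pericyte and 0.83 for macrophage markers. They spanned 0.58, more than the interquartile ranges of 3 of these lists (0.49 to 0.53) and less than that of smooth muscle (0.64), which leaves a lower share open. After median-of-ratios scaling the medians were 0.45, -0.15, 0.04 and 0.45 in that order. With this scaling 3 macrophage markers were called higher, and no marker of the other lists was called. For blood left in the samples, the haemoglobin genes had a median log2 fold change of 2.17, with overlapping genotypes in 4 of 4 genes. Hbb-bs was at 594 FPKM in WT replicate 2 and at 128 FPKM in Cfp1-cKO replicate 3. In the same libraries the macrophage markers Lyz2 (56.0 and 771 FPKM) and Mpeg1 (2.35 and 13.4 FPKM) went the other way. The values of Lyz2 and Mpeg1 argue against blood as the whole source of the rise of these genes, and a part stays open. Of the 2510 called genes, 2506 did not overlap between genotypes. Calling favours genes without overlap, so this count cannot decide on blood, which stays open for the other called genes. An immune or fibrotic response to the loss of Cfp1 also stays open and was not tested.

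Of 19 tested fetal and stress-induced genes, 10 were higher and 1 was lower in Cfp1-cKO hearts, and limma's camera gave no call (adjusted p = 0.326, or adjusted p = 0.548 with an estimated correlation). After median-of-ratios scaling, 6 were higher and 2 lower, and camera placed the list higher (adjusted p = 0.0184, or adjusted p = 0.239 with an estimated correlation). A larger share of atrial tissue was argued against, since the log2 fold change of Myh7 exceeded that of the atrial gene Myl7 by 7.97, beyond the sum of both standard errors of 0.98. An effect of genotype on these genes stays open as a hypothesis, and the illness of Cfp1-cKO mice at this age cannot be separated from it by these samples.

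More genes were higher than lower, 92.6% of the called genes. After median-of-ratios scaling the share was 53.5% (95% Wilson interval 50.0% to 57.0%), but this scaling centres the fold changes and so largely fixes the share. A shift in a few abundant genes and a broad rise in expression therefore cannot be told apart. Removing mitochondrially encoded and haemoglobin genes left 88.7% higher (95% Wilson interval 87.0% to 90.2%), which argued against these genes as the whole cause.

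The 10 splits of the 6 libraries into 3 against 3 are too few for a share under 0.05. The real split, 1 of 10, called 2510 genes and the highest of the other splits called 4.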

How the results depend on the processing

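Voom on recovered fragments and sex as a covariate were chosen after the data were seen. Where a value moved, the cause was not tested unless the construction shows it. The total of 2510 called genes (2325 higher, 185 lower) became 1609 (1518, 91) with no filter and 1179 (1027 higher) at a mean FPKM of at least 5, where other numbers of genes were tested. It became 768 (472, 296) with upper-quartile scaling, 770 (412, 358) with median-of-ratios scaling and 560 (319 higher) with quantile normalization, all of which remove most of the median shift. It became 1559 (1383 higher) without mitochondrially encoded and haemoglobin genes, 4399 (4027, 372) with library weights, which gave WT replicate 1 a weight of 7.97 and WT replicate 2 one of 0.303, 208 (191, 17) when tested against the fold threshold, and 808 (423, 385) with voom and median-of-ratios factors. With 1 library left out, it lay between 588 and 2789 (538 to 2588 higher, 50 to 201 lower), lowest without Cfp1-cKO replicate 2 and highest without WT replicate 3. With the replicate number as a block (replicate block), 1749 genes were called (1597, 152). The correlations of same-numbered samples were 0.108, 0.0361 and 0.104, so the numbers were not taken as a pairing, although each sample correlated best with its own number in 6 of 6 cases, a hint from the data and not from the design.

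With an estimated correlation, the list calls were lost at adjusted p = 0.0995 for OXPHOS, tricarboxylic acid cycle, FAO and contraction, adjusted p = 0.383 for calcium handling, adjusted p = 0.627 for extracellular matrix and adjusted p = 0.206 for cell adhesion. The mitosis list (adjusted p = 0.574) passed camera's threshold with upper-quartile scaling (0.0132), median-of-ratios scaling (0.0029) and voom with these factors (0.00481), and lay between 0.0233 (without Cfp1-cKO replicate 3) and 0.934 with 1 library left out. With an estimated correlation it had adjusted p = 0.912, or adjusted p = 0.556 after median-of-ratios scaling. Its range over all alternatives was 0.0029 to 0.945. The list of cardiac transcription factors changed sign under fgsea (adjusted p = 0.677). For the 8 pathway lists, 180 of 191 comparisons kept side and direction, 7 were weaker and 4 stronger. For 30 other lists, 648 of 714 did, and for 124 named genes, 2332 of 2701 did, with 342 weaker, 27 stronger and 0 reversed. Of 98 called named genes, 52 were still called without Cfp1-cKO replicate 2 and 61 without WT replicate 1.

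The share of principal component 1 (64.9%) was 61.55% with no filter, 58.48% with upper-quartile scaling, 55.78% with quantile normalization, 73.14% for the 500 most variable genes, 53.98% at unit variance, and 64.24% to 70.11% with 1 library left out. Among fragments simulated at these depths and replicate spreads, 1.5-fold changes were recovered in 0 of 67 genes, and depth and spread were not separated.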

Differences from the paper's values

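The alternatives by voom and with sex as a covariate were chosen after the values were seen. At the same stated thresholds, the paper gives 4078 differentially expressed genes, and 2510 were called here. Of the 21 alternatives set before the data were examined, 3 came within 1.5 times: a mean FPKM of at least 0.1 (2799), library weights (4399) and without WT replicate 3 (2789), and the other 18 did not. Sex as a covariate (3203) and voom on recovered fragments (2749), both chosen after seeing the values, also came within it; the paper's list of called genes was not used here, so how many of its genes these drop is not known. The paper gives 2362 upregulated genes, and 2325 were called higher here. The 2325 were called without median-of-ratios scaling, where the median tested gene had a log2 fold change of 0.35. How many genes the paper's count shares with these is not known, so close counts do not show the same genes. For the upregulated count, 9 of the 21 alternatives came within 1.5 times and 12 did not, among them median-of-ratios scaling (412). The paper gives 1716 downregulated genes, and 185 were called lower here. None of the 21 alternatives came within 1.5 times, the highest being library weights (372), and voom with median-of-ratios factors, chosen after seeing the values, gave 385.

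The paper states that upregulated genes were enriched in cell division and the cell cycle. Here the terms cell division (37 of 248 genes higher, adjusted p = 1 from Fisher's exact test) and cell cycle (34 of 170, adjusted p = 1 from the same test) were not enriched, nor with median-of-ratios scaling. The paper states that the cell cycle pathway was upregulated. The mitosis list, of which 18 of 40 genes passed the filter, had a median log2 fold change of 0.94. The list passed no threshold in limma's camera (adjusted p = 0.574, or adjusted p = 0.912 with an estimated correlation). It passed camera's threshold with upper-quartile scaling, with median-of-ratios scaling, without Cfp1-cKO replicate 3, and with voom and median-of-ratios factors, the last chosen after seeing the values, and with median-of-ratios scaling the call was lost with an estimated correlation (adjusted p = 0.556). The paper states that downregulated genes were enriched in cardiac contraction. Here the term cardiac muscle contraction was not enriched (adjusted p = 0.650 from Fisher's exact test), but was with median-of-ratios scaling (adjusted p = 0.0444 from the same test). Of the other terms drawn in Fig. 2, fatty acid beta-oxidation was not enriched among lower genes (adjusted p = 0.177 from Fisher's exact test). With median-of-ratios scaling it was (adjusted p = 0.0122 from the same test). Translation, lipid metabolic process and fatty acid metabolic process among lower genes, and B cell receptor signaling, chromosome segregation, mitotic cytokinesis and the mitotic spindle assembly checkpoint among higher genes, were enriched neither way. Cell adhesion, immune response and innate immune response among higher genes, and the tricarboxylic acid cycle and ATP synthesis coupled proton transport among lower genes, were enriched here too, although cell adhesion (adjusted p = 0.0890 from Fisher's exact test) and innate immune response (adjusted p = 0.128 from the same test) were not with median-of-ratios scaling. Up and down are taken here from the titles printed in panels D and E of Fig. 2 and from the paper's text, since the legend names these panels the other way round.

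By qRT-PCR on ventricles, the paper states that Myl7 was upregulated. Here, in samples labelled as heart, Myl7 fell by 3.98 on the log2 scale, and it was called lower under every alternative run. Limma's camera placed the list of atrial markers, which holds Myl7, lower too (adjusted p = 5.88e-06, or adjusted p = 0.294 with an estimated correlation). A smaller share of atrial tissue in the Cfp1-cKO samples therefore stays open for this fall. Table S2 gives the same primer pair for mouse Myl4 and Myl7, so which of them the paper's value measures is not known here, and Myl4 had a log2 fold change of -1.41 and was not called. The same table gives 1 primer pair for Ndufb5 and for 18s, so what the paper's Ndufb5 value measures is not known here either. The paper states that Ppargc1a decreased. Here its log2 fold change was 1.00, and it was called higher with library weights, without Cfp1-cKO replicate 3 and with voom, the last chosen after seeing the values. After median-of-ratios scaling the log2 fold change of Ppargc1a was 0.57 (adjusted p = 0.369 from limma). For genes the paper states were reduced, Myl2 had a log2 fold change of 0.05, Slc8a1 of -0.00, Ndufb5 of -0.17, Acsl3 of -0.15, Myh6 of -0.39 and Ckmt2 of -0.54, none called, while Ckmt2 was called lower with library weights. For genes the paper states were raised, Mef2c had a log2 fold change of 0.09, Gata4 of 0.43, Hk2 of 0.45, Mki67 of 1.21 and Tnni1 of 1.55, none called, while library weights called Gata4, Hk2, Mki67 and Tnni1, leaving out WT replicate 3 called Hk2 and leaving out WT replicate 2 called Tnni1. After median-of-ratios scaling the log2 fold changes were -0.40 for Myl2, -0.43 for Slc8a1, -0.60 for Ndufb5, -0.51 for Acsl3, -0.84 for Myh6, -0.99 for Ckmt2, -0.29 for Mef2c, 0.01 for Gata4 and 0.03 for Hk2, none called, so that Myl2 and Mef2c changed sign. Mki67 (1.02) and Tnni1 (1.12) were not called with this scaling either. Myl2, Slc8a1, Ndufb5, Acsl3, Myh6 and Mef2c were called under no alternative, and Cpt1b and Eno2 were below the filter. Tnni3, Tpm1, Cox6a2, Cox4i1, Atp5b, Atp5g3, Acsl1, Atp2a2, Ryr2, Pln and Gja1 were lower, and Myh7, Nppa, Nppb and Tpm2 higher, as the paper states. Of these, Cox4i1, Gja1 and Nppa lost their calls without any 1 library other than WT replicate 3, Ryr2 and Atp2a2 without Cfp1-cKO replicate 1 or 2, Acsl1 without Cfp1-cKO replicate 2, and Tpm2 without WT replicate 1 or Cfp1-cKO replicate 3.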

Other observations

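The test of the share of atrial tissue was chosen after the result was seen. Of 21 tested genes of the integrated stress response, 10 were higher and none was lower in Cfp1-cKO hearts (11 higher when adjusted over the list alone), among them Asns, asparagine synthetase, from 0.66 to 5.50 FPKM. Camera gave no call (adjusted p = 0.658 from limma, or adjusted p = 0.896 with an estimated correlation), and 1 gene of the list was called after median-of-ratios scaling. Of 18 genes of complement and coagulation, 8 were higher (9 when adjusted over the list alone), with C3, the central complement protein, at 1.77 ± 0.47 FPKM in WT and 11.4 ± 1.90 FPKM in Cfp1-cKO hearts (SD, n = 3 each). Of 18 interferon response genes, 7 were higher (9 over the list alone), and none was after median-of-ratios scaling. Of 11 activated fibroblast genes, 7 were higher (9 over the list alone), among them Timp1, an inhibitor of metalloproteinases, with a log2 fold change of 1.95. Of 7 epicardial and mesothelial genes, 5 were higher (6 over the list alone), among them Krt8 and Krt19, which lung epithelium also expresses. After median-of-ratios scaling, 3 genes each of the complement, activated fibroblast and epicardial lists were higher. Asns was not called without WT replicate 1. Surfactant genes were present in the same 3 libraries.

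Of 21 genes of ketone and branched-chain amino acid oxidation, 3 were lower and none was higher (3 over the list alone), among them Bckdhb and Aldh6a1 (camera adjusted p = 2.35e-07 from limma, or adjusted p = 0.109 with an estimated correlation). Of 17 metabolic regulators, Klf15, Rxrg and Perm1 were lower (3 higher and 3 lower over the list alone), although the list median was 0.09 where limma's camera placed the list lower (adjusted p = 0.00245, or adjusted p = 0.294 with an estimated correlation). The median of this list was -0.28 after median-of-ratios scaling, where camera also placed it lower (adjusted p = 0.00421 from limma, or adjusted p = 0.239 with an estimated correlation). Of 19 genes of H3K4 methyltransferase complexes and demethylases, Kdm5c, Wdr82, Kmt2a and Ash2l were higher, and none was called after median-of-ratios scaling. Of 20 glycolytic genes, Pfkl, Pfkp and Pgam1 were higher and Eno3 and Ldhb lower (3 and 3 over the list alone). Among 14 cardiac transcription factors, Srf and Tbx20 were higher, while the list median was -0.09 and camera placed the list lower (adjusted p = 0.0239 from limma, or adjusted p = 0.619 with an estimated correlation). Camera gave no call for this list with median-of-ratios scaling (adjusted p = 0.0647 from limma, or adjusted p = 0.553 with an estimated correlation), where its median was -0.49. After median-of-ratios scaling, 1 cardiac transcription factor, Srf, was higher and 1 was lower, 1 glycolytic gene was higher and 3 were lower, and 6 genes of ketone and branched-chain amino acid oxidation and 3 metabolic regulators were lower. Perm1, Kmt2a, Ash2l and Pfkl were named after their values were seen. Calls were lost without Cfp1-cKO replicate 2 for Bckdhb, Rxrg, Klf15, Wdr82, Tbx20, Ldhb and Pgam1, without WT replicate 1 for Klf15, Wdr82, Tbx20, Ldhb and Pgam1, without Cfp1-cKO replicate 1 for Klf15, Wdr82 and Ldhb, and without WT replicate 2 or Cfp1-cKO replicate 3 for Wdr82, Tbx20 and Ldhb.

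Of 75 cytosolic ribosomal proteins 1 was lower, and of 77 mitochondrial ribosomal proteins 3 were higher before and 5 lower after median-of-ratios scaling. Of 12 mitochondrially encoded OXPHOS genes, 1, mt-Atp8, was lower, and 3 were lower after median-of-ratios scaling. Of 14 macrophage markers, 7 were higher, with Lyz2, which lung macrophages also express, at 44.9 ± 10.2 FPKM in WT and 569 ± 193 FPKM in Cfp1-cKO hearts (SD, n = 3 each). Of 26 tested immunoglobulin segment genes, a set that is not one of the 45 lists, 21 were higher. Their count after median-of-ratios scaling is not given here. Such genes can pass the filter through their Cfp1-cKO values alone, as Igkc did, which favours higher calls. Other lists showed fewer calls: 4 of 15 p53 targets were higher and 1 lower, 1 of 17 S phase genes was higher, 1 of 12 immediate early and heat shock genes, 2 of 12 fibroblast, 3 of 14 endothelial and 4 of 11 smooth muscle and pericyte markers were higher, and 0 of 6 erythroid markers was called. After median-of-ratios scaling, no fibroblast, endothelial, or smooth muscle and pericyte marker was called, with list medians of 0.45, -0.15 and 0.04, nor was any S phase or immediate early and heat shock gene, while 1 p53 target was higher and 2 were lower and 3 macrophage markers were higher. Of 12 cardiomyocyte markers, 5 were lower and none was higher, before and after this scaling, with list medians of -0.27 and -0.71. A lower share of cardiomyocyte RNA therefore stays open for the falls of the metabolic and contraction lists as well. Among lists with 4 or fewer tested members, 1 of 4 neutrophil, 1 of 3 ciliated, 1 of 3 adipocyte, 2 of 2 B cell, 2 of 2 skeletal muscle, 1 of 2 Schwann cell and neuron and 1 of 2 liver markers were higher, and 0 of 2 thymocyte, 0 of 1 T and NK cell and 0 of 1 retina markers were called.

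Of 12 tested atrial markers, 3 were called lower and 1, Nppa, higher in Cfp1-cKO hearts, and limma's camera placed the list lower (adjusted p = 5.88e-06, or adjusted p = 0.294 with an estimated correlation). Of 11 tested atrial markers other than Nppa, 3 were lower in every Cfp1-cKO library than in every WT library, and the median log2 fold change was -0.62. A smaller share of atrial tissue in the Cfp1-cKO samples could lower such markers, but the other 8 markers overlapped between genotypes, which keeps it open. Bmp10, named after its values were seen, was at 0.353, 38.2 and 38.1 FPKM in WT and at 1.25, 2.40 and 0.111 FPKM in Cfp1-cKO hearts.

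Genes of sex differed within both genotypes, and were examined after the data were seen. Xist was at 12.4 FPKM in WT replicate 2, 22.5 FPKM in Cfp1-cKO replicate 1 and 34.5 FPKM in Cfp1-cKO replicate 2, and at 0.0279 FPKM or less in the other libraries. Ddx3y was at 18.2 and 18.0 FPKM in WT replicates 1 and 3 and at 22.2 FPKM in Cfp1-cKO replicate 3, and was at 0.938 and 0.658 FPKM in Cfp1-cKO replicates 1 and 2. Hba-a1 was at 17.6, 300.3 and 33.1 FPKM in WT and at 267, 559 and 66.4 FPKM in Cfp1-cKO hearts.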
